# ZNHIT3 Regulates Translation to Ensure Cell Lineage Differentiation in Mouse Preimplantation Development

**DOI:** 10.1002/advs.202413599

**Published:** 2025-04-03

**Authors:** Guanghui Yang, Qiliang Xin, Jurrien Dean

**Keywords:** box C/D snoRNA, embryo development, first cell fate commitment, ribosomal RNA, SMARM‐seq, snoRNP complex, translation, ZNHIT3

## Abstract

Upon fertilization, the mouse zygotic genome is activated and maternal RNAs as well as proteins are degraded. Early developmental programs are built on proteins encoded by zygotic mouse genes that are needed to guide early cell fate commitment. The box C/D snoRNA ribonucleoprotein (snoRNP) complex is required for rRNA biogenesis, ribosome assembly and pre‐mRNA splicing essential for protein translation. Zinc finger, HIT type 3 (encoded by *Znhit3*) is previously identified as a component in the assembly of the box C/D snoRNP complex. Using gene‐edited mice, it identifies *Znhit3* as an early embryonic gene whose ablation reduces protein translation and prevents mouse embryos development beyond the morula stage. The absence of ZNHIT3 leads to decreased snoRNA and rRNA abundance which causes defects of ribosomes and mRNA splicing. Microinjection of *Znhit3* cRNA partially rescues the phenotype and confirms that ZNHIT3 is required for mRNA translation during preimplantation development.

## 1 Introduction

Proper spatial and temporal protein expression is key to the function of multicellular organisms in early development.^[^ ^1^ ^]^ Over or under production of transcription factors is sufficient to change lineage, thus protein expression is crucial in determining mammalian cell fate.^[^ ^2^ ^]^ Upon fertilization, two terminally differentiated mammalian gametes fuse to form a totipotent zygote that divides and differentiates. As early as 2‐cells, there are differences between blastomeres that subsequently generate cell lineages.^[^ ^3^ ^]^ The maternal‐zygotic transition occurs within 24 h of fertilization in mice and there is concomitant degradation of maternal transcripts^[^ ^4^ ^]^ and zygotic gene activation (ZGA).^[^ ^5^ ^]^ Heretofore, considerable emphasis has been placed on gene expression during this transition with a minor burst at the late 1‐cell stage and major, more robust gene activation at the 2‐cell stage in mice.^[^ ^6^ ^]^ However, translation of coding transcripts into proteins has increasingly been documented to play a role in this transition from maternal to zygotic control.

Inhibition of protein synthesis based on maternal transcripts after fertilization but before zygotic gene expression arrests embryos at the 1‐cell stage which documents the need for *de novo* proteins in preimplantation development.^[^ ^7^ ^]^ Recently a germ‐cell specific initiation factor, eIF4E1b has been documented to be required to progress beyond the 2‐cell stage of mouse development.^[^ ^8^ ^]^ The mouse embryos utilize eIF4E1b to translate a selective group of maternal transcripts whose products are needed for zygotic genome activation. After the major wave of ZGA at embryonic day 2 (E2.0), the embryonic genome controls preimplantation development. As early as E3.0, two distinguishable lineages are present in the mouse embryos.^[^ ^9^ ^]^ The short time window again requires rapid accumulation of corresponding zygotic proteins.^[^ ^10^ ^]^ However, the underlying mechanisms remain unclear.

Ribosomes are factories for protein translation and form ribonucleoprotein complexes (RNP) containing mRNA, ribosome RNA (rRNA), non‐coding RNA (ncRNA) and proteins.^[^ ^11^ ^]^ After the major ZGA at E2.0, translational efficiency increases during preimplantation development and is required for cell fate commitment.^[^ ^10^, ^12^ ^]^ Small nucleolar RNAs (snoRNAs) form a subset of abundantly expressed ncRNAs and box C/D snoRNAs (SNORDs) represent a large subtype of snoRNAs. Like other snoRNAs, SNORDs function in box C/D snoRNA ribonucleoprotein complexes (box C/D snoRNP or SNORNP) which incorporate SNORD and associated protein components. SNORNPs participate in RNA biogenesis that includes rRNA modification, pre‐mRNA splicing and RNA stability.^[^ ^13^ ^]^ Box C/D snoRNP assembly is sequential in which individual proteins have been identified.^[^ ^14^ ^]^ A heterodimer containing fibrillarin (FBL), NOP56, NOP58 and SNU13 proteins bind a snoRNA to form the core functional box C/D snoRNP complex. Its assembly requires assistance from several proteins, including ZNHIT3, NUFIP1 and PIH1D1. Deletion of fibrillarin protein caused failure of early mouse development.^[^ ^15^ ^]^

However, there is limited data on why *Fibrillarin* null mice arrest during early embryogenesis nor is there insight into factors that regulate formation of the box C/D snoRNP complex. The striking phenotype in the absence of fibrillarin prompted us to explore the regulatory mechanisms of box C/D snoRNP complex formation during early mouse development. In the current work, we identify *Znhit3* as an early embryonic gene that affects protein translation by controlling snoRNA and rRNA abundance and pre‐mRNA splicing. It is essential for mouse preimplantation development and homozygous null mutant embryos (*Znhit3^Null^*) arrest at the morula stage.

## 2 Results

### 2.1 *Znhit3* is an Early Zygotic Gene Conserved Among Mammals

To identify potential regulators of box C/D snoRNP during early embryo development, we examined expression of genes involved in box C/D snoRNP complex assembly using published single cell RNA‐seq (scRNA‐seq) data.^[^ ^16^ ^]^ Although *Fbl* deletion caused failure of early embryogenesis,^[^ ^15^ ^]^ *Fbl* expression in mouse blastomeres does not show obvious differences among developmental stages (Figure S1A, Supporting Information). This suggests that *Fbl* may not regulate formation of the box C/D snoRNP complex, although incorporated into its functional core. There was also no differential expression of other genes involved in box C/D snoRNP assembly save for *Znhit3* (Figure S1A, Supporting Information). ZNHIT3 was previously identified as a component of box C/D snoRNP complex from mass spectrometry profiling.^[^ ^17^ ^]^ However, it is unknown how ZNHIT3 regulates box C/D snoRNP functions. *Znhit3* mRNA is barely detected in mature mouse oocytes but increases dramatically in blastomeres at the mid 2‐cell stage (**Figure** **1**A) when expression of the first embryonic genes are detected.^[^ ^6^ ^]^ Human *ZNHIT3* shows similar expression pattern whose level significantly increases at the 8‐cell stage, at which time the human zygotic genome activation occurs (Figure S1B, Supporting Information), suggesting similar functions in embryogenesis.^[^ ^18^ ^]^ *Znhit3* mRNA remains highly abundance in blastomeres throughout preimplantation development. The dramatic increase makes *Znhit3* an attractive candidate for regulating box C/D snoRNP complex assembly (Figure 1A). ZNHIT3 protein levels had a similar profile during mouse early embryo development as confirmed by quantitative proteomics analysis (Figure 1B).^[^ ^7a^ ^]^

**Figure 1:**
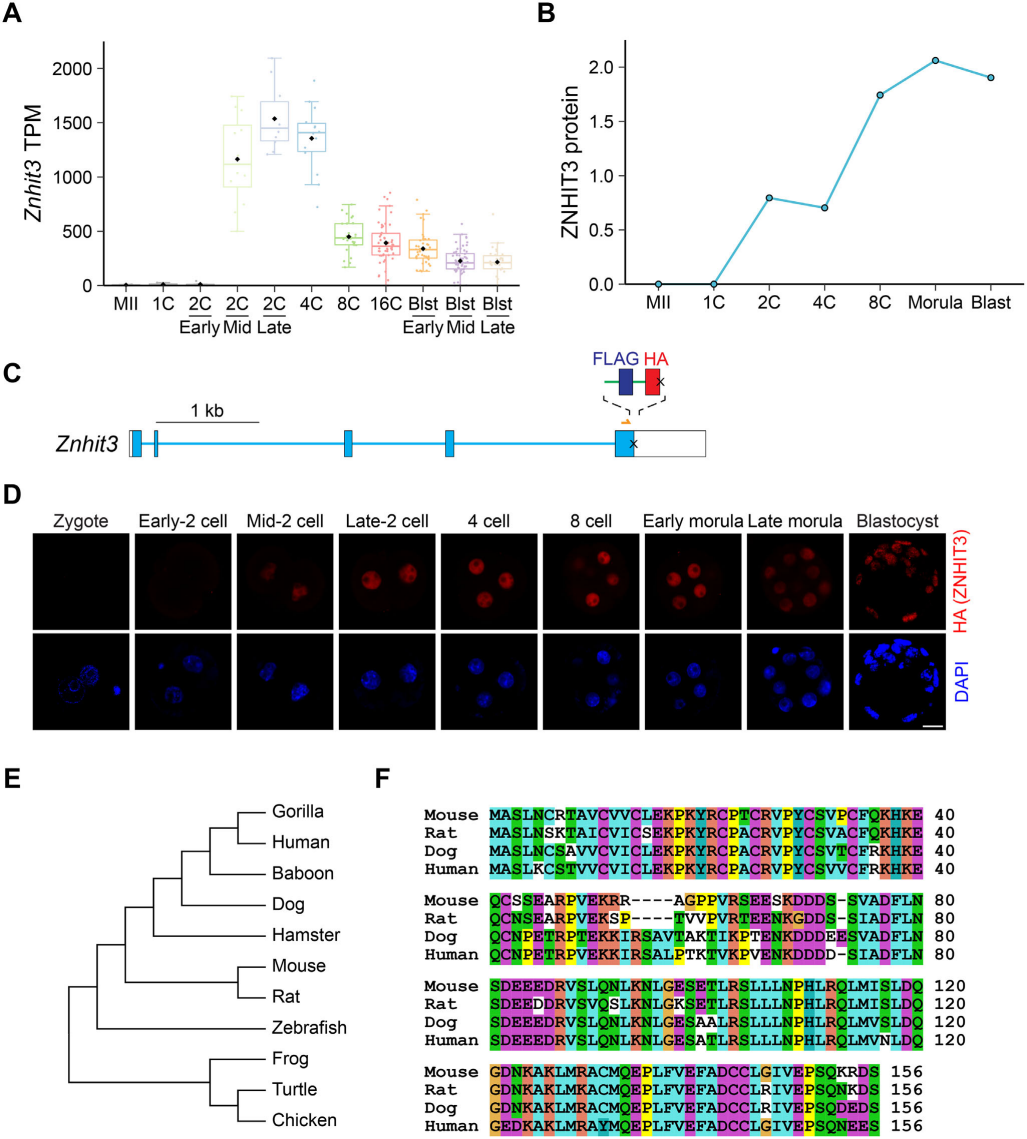
*Znhit3* is an early zygotic gene that expresses in mammals. A) Abundance (TPM, transcripts per million mapped reads) of *Znhit3* during early mouse embryo development.^[^ ^16^ ^]^ B) Normalized protein level of ZNHIT3 from published proteomics results during early mouse embryo development.^[^ ^7a^ ^]^ C) Schematic of the *Znhit3* gene locus in the *Znhit3^KI^* line with FLAG and HA tags at the C terminus. Yellow arrow indicates position of the guide RNA and “x” for stop codon. D) Immunofluorescence of preimplantation embryos derived from *Znhit3^KI^* female mice. Anti‐HA antibody is used to visualize the ZNHIT3 fusion protein whose signal is quantified in Figure S1E (Supporting Information); DAPI for nuclear DNA. Scale bar, 20 µm. E) Phylogenetic analysis using ZNHIT3 protein sequences from selected vertebrates. The evolutionary tree was generated by MEGA.^[^ ^21^ ^]^ F) Alignment of mouse ZNHIT3 protein sequence with that of multiple mammals using Clustal X.^[^ ^22^ ^]^

We established a knock‐in (*Znhit3^KI^*) mouse line in which FLAG (DYKDDDDK) and HA (HemAgglutinin) tags were inserted at the carboxyl terminus of the protein (Figure 1C; Figure S1C,D, Supporting Information) to confirm that ZNHIT3 was present in the mid 2‐cell embryo and persisted throughout preimplantation development (Figure 1D; Figure S1E, Supporting Information). ZNHIT3 is an evolutionary conserved protein present in yeast and mammals (Figure 1E).^[^ ^19^ ^]^ However, even among mammals within a short evolutionary distance, the ZNHIT3 protein sequences have multiple non‐conserved amino acids (Figure 1F). Comparison of ZNHIT3 protein sequence against the entire mouse protein sequence database^[^ ^20^ ^]^ identified no proteins with high sequence similarity. These results suggest that *Znhit3* is a single copy zygotic gene that may play a highly specialized function during early mammalian development.

### 2.2 *Znhit3* Null Embryos Fail to Progress Beyond the Morula Stage of Embryogenesis

To confirm *Znhit3* functions during early embryo development, we established mouse lines with CRISPR/Cas9 in which one allele of *Znhit3* was ablated (**Figure** **2**A). The establishment of a *Znhit3* null allele in heterogenous (*Znhit3^+/−^*) founder mice was confirmed by DNA sequence (Figure S1F, Supporting Information). No *Znhit3^−/−^* homozygous founders were obtained. After multiple backcrosses to ensure a congenic strain, *Znhit3^+/−^* mice were intercrossed. Based on single embryo RNA‐seq (seRNA‐seq) (Figure S2A, Supporting Information), no *Znhit3* transcripts could be detected in *Znhit3^−/−^* embryos (Figure 2B). The intercross mating pairs had statistically significant smaller litter sizes compared to those mated with wildtype (WT) controls (Figure 2C). We confirmed the reduced litter size was due to absent *Znhit3* homozygous null (*Znhit3^−/−^*) pups (Figure 2D), suggesting ZNHIT3 is essential for successful embryogenesis. To determine the onset of defects in *Znhit3^−/−^* embryos, zygotes were flushed after intercross of *Znhit3^+/−^* mice and cultured in vitro for 4 days. Zygotes from *Znhit3^+/−^* females after mating with WT males were used as controls (Figure 2E). Compared to controls, degeneration was observed in embryos from *Znhit3^+/−^* intercross beginning at the morula stage. While all the control embryos grew into blastocysts ready to hatch from the zona pellucida at E4.25, ≈25% of the embryos from *Znhit3^+/−^* intercross were already degenerated or retained morphology of morulae (Figure 2E,F). We thus suspected the onset of embryo defects happened before E4.25 and genotyped single embryos at E4.0 after *Znhit3^+/−^* intercross and in vitro culture. Eight of the 9 *Znhit3^−/−^* embryos detected remained as morulae while *Znhit3^+/−^* or WT (*Znhit3^+/+^*) embryos progressed to blastocysts (Figure 2G). This developmental defect of *Znhit3^−/−^* embryos also occurs in vivo as determined by flushing embryos from oviduct at E4.0 after mating (Figure 2H; Figure S1G, Supporting Information). Taking together, our results document ZNHIT3 is essential for mouse embryos to develop beyond the morula stage.

**Figure 2:**
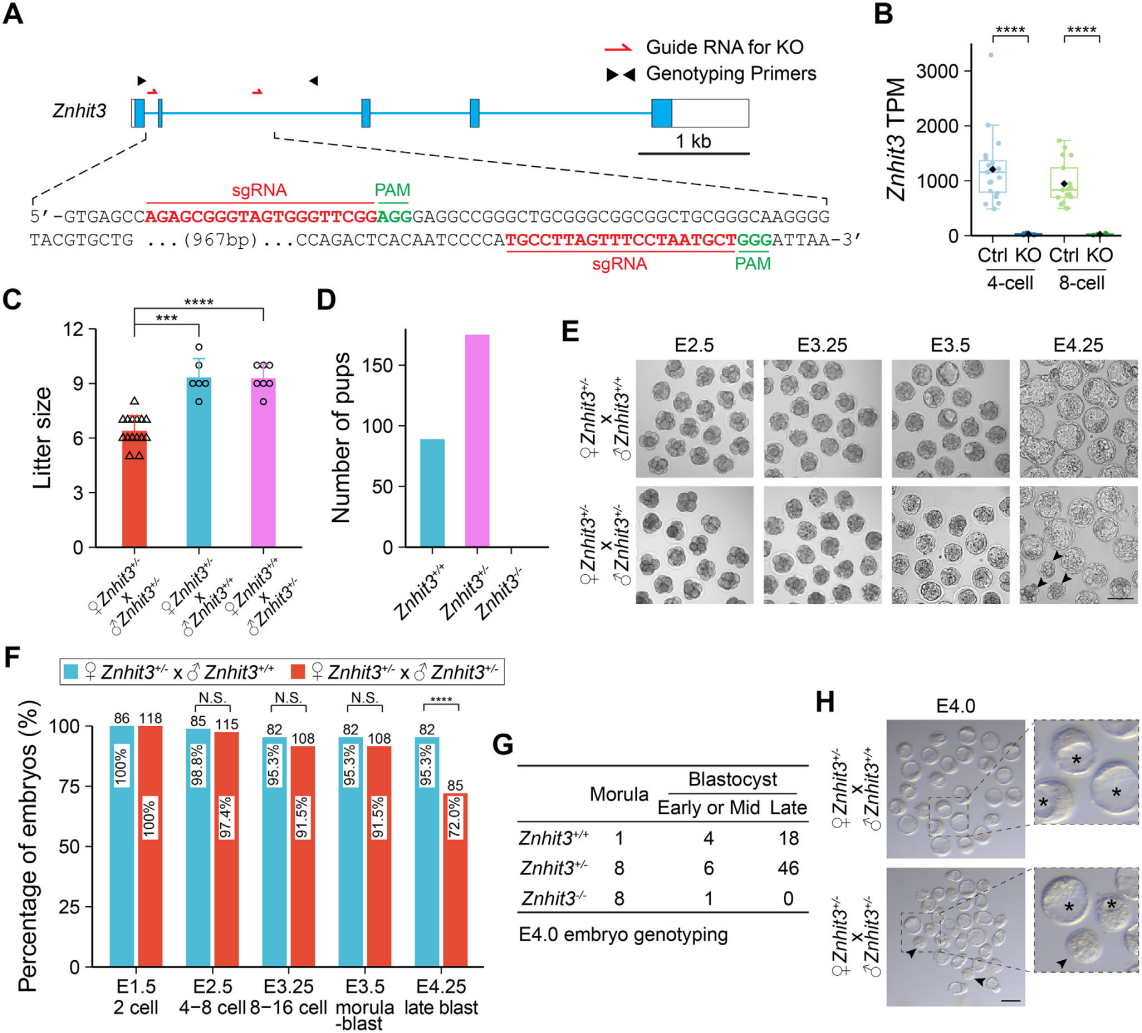
*Znhit3* homozygous null embryos arrest at morula stage. A) Schematic of *Znhit3* gene and sequences of sgRNAs for generation of *Znhit3^KO^* mouse line. sgRNA and genotyping primer positions are indicated. B) Abundance of *Znhit3* transcripts (TPM) in *Znhit3^KO^* and control embryos as determined by seRNA‐seq. C) Litter sizes of different matings. D) Genotypes of accumulated pups after intercross of *Znhit3^+/−^* mice. E) Representative images of in vitro cultured embryos after intercross of *Znhit3^+/−^* mice. Arrow heads indicate degenerated embryos. Scale bar, 100 µm. F) Quantification of embryos in E. Ratio of embryos at different stages is plotted. Total number of embryos are on top of each bar. G) Genotypes of in vitro cultured embryos at E4.0 after intercross of *Znhit3^+/−^* mice. H) Images of embryos flushed from uterus after in vivo mating of *Znhit3^+/−^* mice. Arrow heads indicate degenerated *Znhit3^−/−^* embryos. Asterisks labels blastocoels. Scale bar, 100 µm.

### 2.3 *Znhit3* Ablation Causes Global Decrease in Abundance of Transcripts in Morulae

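Zygotes from intercrosses of *Znhit3+/-* mice were cultured to 4 stages of preimplantation development, and the polyadenylated RNA of each embryo was sequenced on its own. The deposited counts cover 94 embryos, of which 29 were at the 4-cell stage (embryonic day 2.0), 22 at the 8-cell stage (day 2.5), 22 at the morula stage (day 3.0) and 21 at the early blastocyst stage (day 3.5). Embryos of such a cross are a mixture of *Znhit3* genotypes. By the paper's account null embryos were at Mendelian ratios at the late 4-cell stage, fewer from the 8-cell stage on and absent among blastocysts. The mix thus changes with stage, and its part in a difference between stages cannot be told apart here. The labels give the stage and an embryo number and assign no genotype, so the values given here compare stages and never null with control embryos. In the protocol a single embryo was lysed, its RNA was captured by oligo-dT magnetic beads, which take up polyadenylated transcripts and leave genomic DNA behind, and full-length cDNA was made by Smart-Seq2 and amplified. A fixed amount of ERCC spike-in RNA, a set of synthetic transcripts of known concentration, was added to each embryo.
The total of endogenous gene counts per embryo had a median of 7004256 (range 1950138 to 14039333) at the 4-cell stage, 9488899 (6027511 to 16370201) at the 8-cell stage, 9616914 (2837274 to 21992919) at the morula stage and 11950567 (6117425 to 15535614) at the early blastocyst stage. The median number of genes with at least 1 count was 19549, 20341, 20575 and 21545. Transcripts of the mitochondrial genome took a median of 4.51%, 5.06%, 3.45% and 3.07% of the endogenous counts at the 4 stages in order. ERCC spike-ins took a median of 2.73%, 2.61%, 0.789% and 0.421% of all counts. Morula embryo 9 had an ERCC share of 10.7% with 14416 genes detected, and early blastocyst embryo 18 had 0.00243%, which is 351 ERCC counts. The fewest genes, 13942, were detected in 4-cell embryo 26, which had an ERCC share of 3.82% and stayed in all comparisons of its stage.
The authors trimmed and aligned the reads to GRCm38 and deposited a matrix of gene counts and, for each embryo, a StringTie table of coverage, FPKM and TPM. From the counts, consecutive stages were compared with edgeR's quasi-likelihood test after TMM scaling, which sets each embryo's scale by the genes that differ least between embryos and so reports each transcript relative to the others. The gene lists and the rule for the genes named were fixed before the data were examined; the largest rises and falls were taken among genes with a mean of at least 50 CPM at the stage of the higher level and a count in every embryo of it. Scaling by the ERCC spike-ins instead reports each transcript relative to the spike-in RNA and changes the direction of many of the comparisons. Which embryos shared a mating, and on which of the 2 sequencing platforms named in the methods each was read, is not given in the sources used here, so p-values measure the spread between these embryos.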

To investigate the molecular basis for the morula arrest after ablation of *Znhit3*, we performed seRNA‐seq after intercross of *Znhit3^+/−^* mice by adapting the single cell G&T‐seq protocol^[^ ^23^ ^]^ to individual embryos (Figure S2A and Table S1, Supporting Information). Most (≈83%) annotated mRNAs were identified in all samples indicating successful poly(A) capture and sequencing (Figure S2B, Supporting Information). 

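Most annotated protein-coding genes were detected at each stage of development. Of 21974 protein-coding genes in the count matrix, 19047 (86.7%) had at least 1 count in at least 1 of the 29 4-cell embryos, 18564 (84.5%) in the 22 8-cell embryos, 18827 (85.7%) in the 22 morulae and 18738 (85.3%) in the 21 early blastocysts. Counted over all 94 embryos, 20851 protein-coding genes (94.9%) were detected in at least 1 embryo, 16453 (74.9%) in at least 1 embryo of every stage and 6231 (28.4%) in every embryo. A single embryo held fewer of them, with a median of 55.7% (range 40.2% to 59.4%) at the 4-cell stage, 56.9% (55.1% to 59.3%) at the 8-cell stage, 58.5% (43.0% to 63.1%) at the morula stage and 59.9% (52.3% to 63.0%) at the early blastocyst stage. The share depends on what counts as detected, and with at least 10 counts in 1 embryo it was 73.5%, 73.7%, 72.6% and 71.0% at the 4 stages in order. Protein-coding genes were taken from GENCODE vM21, in which 55227 of the 55487 gene identifiers of the matrix were found. The methods state that 86 embryos were used downstream; the text does not name the 8 left out, and all 94 are counted here. From the share of annotated mRNAs identified in its samples, the paper concludes that poly(A) capture and sequencing were successful.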

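*Znhit3* transcripts were abundant and differed widely between single embryos of one stage. In the 29 4-cell embryos they ranged from 19.7 to 3451 TPM with a median of 1195, and in the 22 8-cell embryos from 16.1 to 2389 TPM with a median of 983. In the 22 morulae they ranged from 58.2 to 877 TPM with a median of 399, and in the 21 early blastocysts from 247 to 1373 TPM with a median of 476. Every embryo held *Znhit3* counts, the lowest being 96 at the 4-cell stage, 75 at the 8-cell stage, 494 at the morula stage and 1389 at the early blastocyst stage. The number of embryos with 0 counts was thus 0 at each stage, which allows a share of up to 11.9%, 15.4%, 15.4% and 16.1% (exact binomial 95% bounds, over embryos), and left no difference between stages to test. Means and standard deviations within a stage are not given, since embryos of different genotypes are mixed in it.
Between stages, *Znhit3* did not pass the test from 4-cell to 8-cell, with a log2 fold change of -0.17 (standard error 0.48, adjusted p = 0.889) from edgeR's quasi-likelihood test. It fell by 1.35 on the log2 scale from 8-cell to morula (standard error 0.37, adjusted p = 0.00193 from the same test), a change that took the other sign with ERCC scaling, at 0.34, where it did not pass the test. From morula to early blastocyst the log2 fold change was 0.22 (standard error 0.23, adjusted p = 0.476). ERCC-normalized, the ratio of the morula to the 8-cell median was 0.53 on the log2 scale, against -1.30 in TPM. Since the paper reports a share of null embryos that changes with stage, these differences are not those of a single genotype.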

Using the abundance of *Znhit3* transcripts in single embryos (**Figure** **3**A), we calculated the ratio of *Znhit3^−/−^* embryos at different stages (Figure 3B). Although the percentage of *Znhit3^−/−^* embryos followed Mendelian ratios at late 4‐cell stage, we began to observe reduced number of *Znhit3^−/−^* embryos as early as the 8‐cell stage and no *Znhit3^−/−^* blastocysts were retrieved from intercross of *Znhit3^+/−^* mice. These results further confirmed the morula arrest phenotype that we observed (Figure 2F‐H). Although the morulae did not show obvious degeneration, *Znhit3^−/−^* embryos had significantly decreased abundance of many transcripts with very few up regulated genes (Figure 3C,D; Figure S2C, Supporting Information). These results suggest extensive degeneration of transcripts in *Znhit3^−/−^* morulae, agreeing with the observed morula arrest. Similarly, many more transcripts were down regulated compared to those that were up regulated in *Znhit3^−/−^* 4‐ and 8‐cell embryos, although not as dramatically as at the morula stage (Figure 3D). Agreeing with these observations, early (4‐ or 8‐cell) *Znhit3^−/−^* embryos are difficult to distinguish from control embryos while *Znhit3^−/−^* morulae are morphologically distinct from controls (Figures 2E‐H and 3E‐G). Taken together, these results are consistent with RNA degradation that becomes more severe as the *Znhit3^−/−^* embryos progress into the morula stage and leads to embryonic arrest.

**Figure 3:**
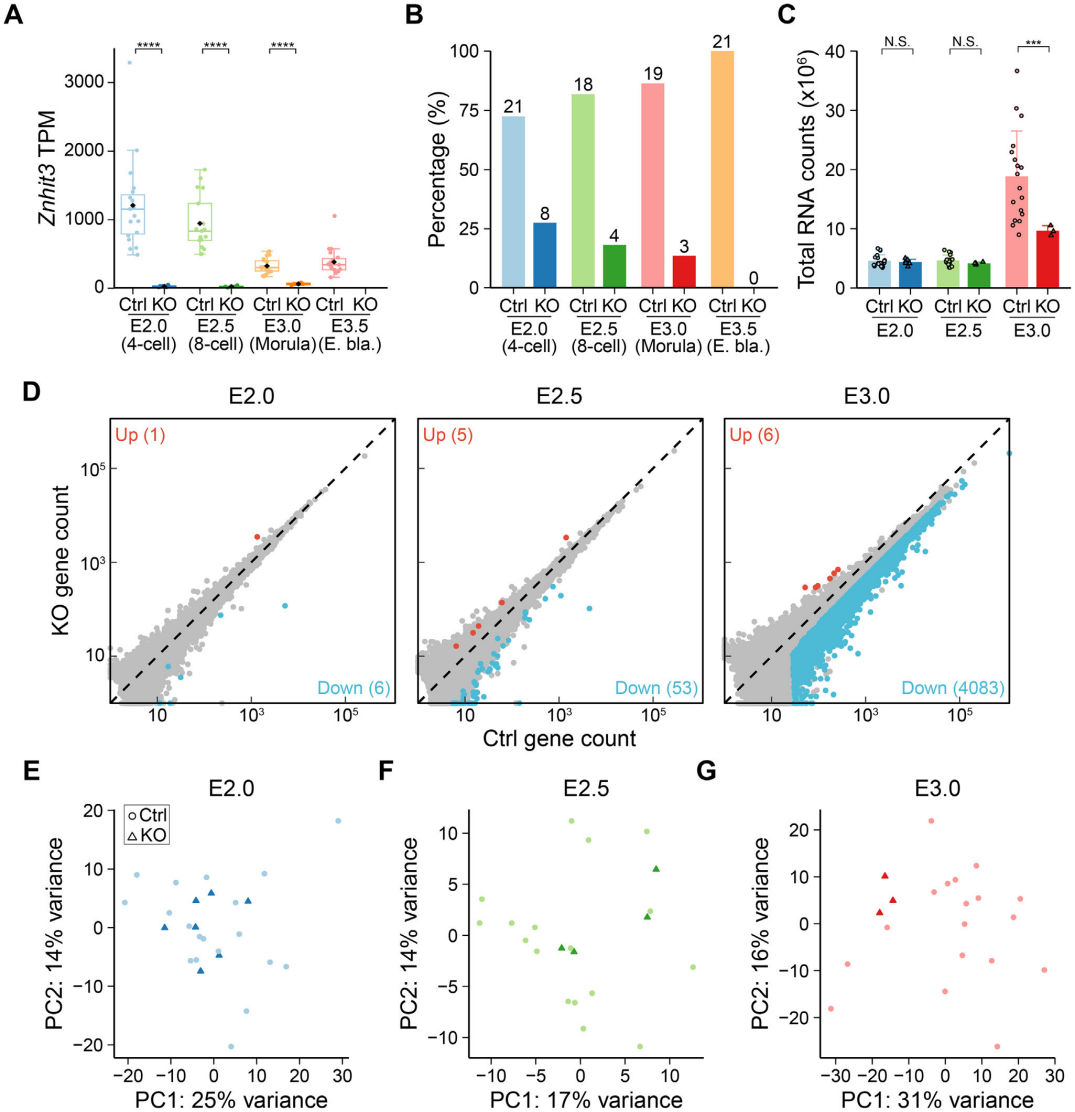
Analyses of comparative seRNA‐seq data between *Znhit3^−/−^* and control embryos after mating and in vitro culture. A) TPM of *Znhit3* gene for each embryo collected at different developmental stages. The TPM values are used to confirm the genotype of each embryo as homozygous null (*Znhit3^−/−^*) or control (Ctrl). No *Znhit3^−/−^* embryos progressed to blastocysts. B) Percentage of *Znhit3^−/−^* or control embryos at different developmental stages after culture in vitro. C) Abundance of total RNA counts in *Znhit3^−/−^* and control embryos at different developmental stages. ERCC spike‐ins are used for normalization. Each dot represents one embryo, and standard errors are shown. D) Scatter plots showing expression of genes in *Znhit3^−/−^* and control embryos at different developmental stages. Differential expressed genes are labeled as red or blue dots with their total number indicated. Note, many more genes are down regulated in *Znhit3^−/−^* embryos, especially at E3.0 when control embryos have become morulae. (E‐G) Principal component analysis (PCA) plot of seRNA‐seq results of *Znhit3^−/−^* or controls at different developmental stages. Note the *Znhit3^−/−^* embryos are difficult to distinguish from controls up to E2.5 while they separate quite well at E3.0.

To determine the mechanism(s) that caused global down regulation of transcripts in *Znhit3^−/−^* morulae, the knock‐in mouse line (*Znhit3^KI^*) was crossed with *Znhit3^+/−^* mice to generate a new *Znhit3^KI/−^* line. *Znhit3^KI/−^* mice were then intercrossed, so that we could retrieve *Znhit3^−/−^* embryos as well as control embryos (*Znhit3^KI/KI^* or *Znhit3^KI/−^*) after in vitro culture of zygotes. Using anti‐HA immunofluorescence, we could distinguish control from *Znhit3* null embryos. We calculated the total number of blastomeres in each embryo and found that starting from E2.5 when most control embryos had become 8‐cell embryos, the homozygous *Znhit3* null embryos contained fewer blastomeres in each embryo. The reduction in blastomeres became more pronounced at E2.75 and E3.25 at which time control embryos had progressed to the morulae (**Figure** **4**A). This observation was confirmed by examination of in vivo flushed embryos at E3.5 after intercrossing of *Znhit3^KI/−^* mice (Figure S1H, Supporting Information). These results firmly documented arrest of blastomere growth and viability which ultimately led to developmental arrest at the morula stage of *Znhit3^−/−^* embryos.

**Figure 4:**
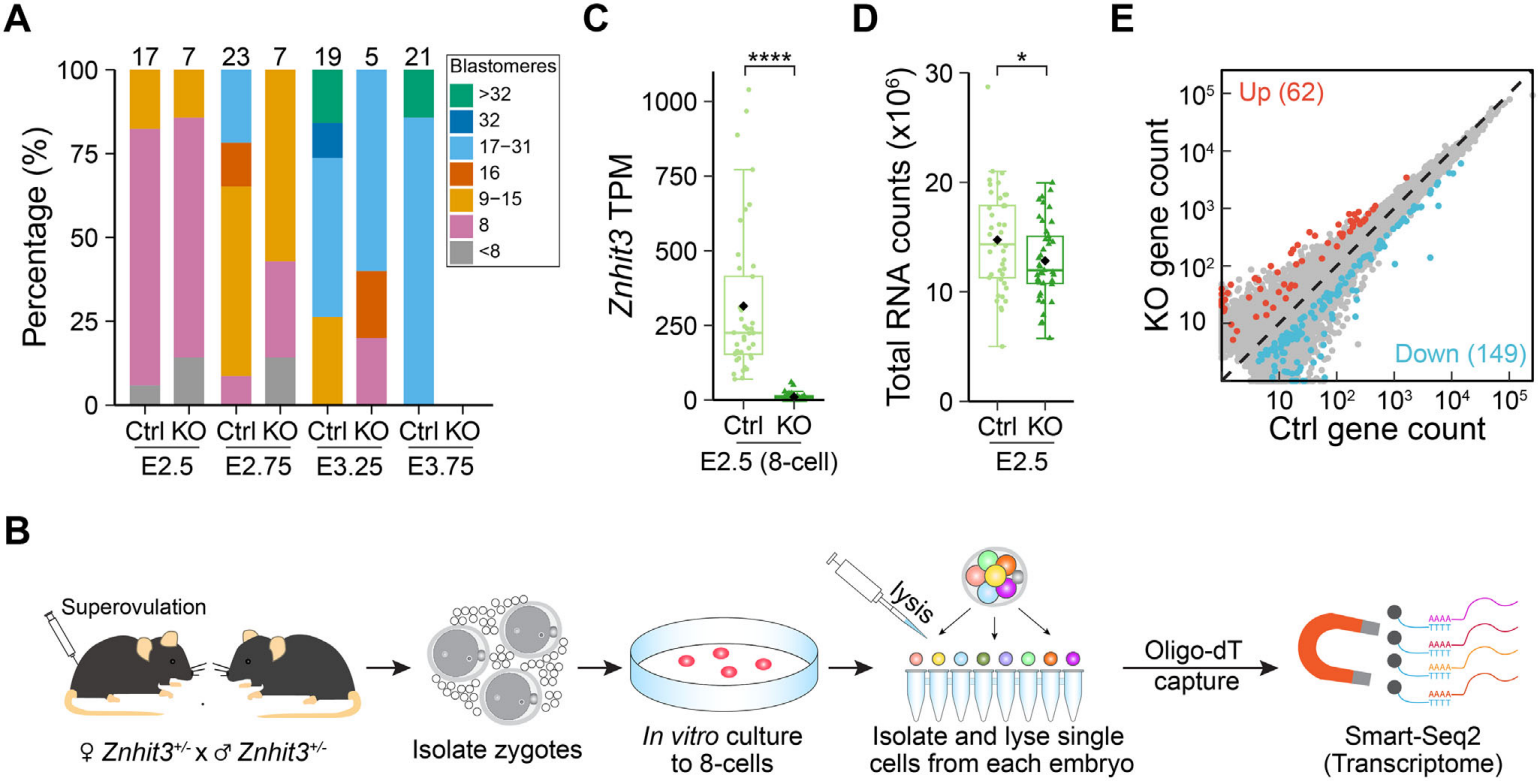
Analysis of blastomeres from *Znhit3^−/−^* or control embryos. A) Statistics of blastomere numbers in each embryo at different development stages. Percentage of embryos with different number of blastomeres are shown in the bar plot with total number of embryos examined on top. The experiment was repeated thrice with one replicate displayed. B) Scheme of the scRNA‐seq. Single blastomeres isolated from 8‐cell embryos after intercross of *Znhit3^+/−^* breeders are sequenced following the Smart‐Seq2 protocol. C) Expression of *Znhit3* in each blastomere. ERCC normalized TPM values of *Znhit3* is used to distinguish homozygous null (*Znhit3^−/−^*) blastomeres from control (Ctrl). D) Total amount of RNA in *Znhit3^−/−^* or Ctrl 8‐cell blastomeres. ERCC normalized total RNA counts are shown. E) Scatter plot showing expression of genes in *Znhit3^−/−^* and control 8‐cell blastomeres. Differential expressed genes are labeled as red or blue dots with their total number indicated.

To ascertain if the decrease in the abundance of transcripts reflected reduced number of blastomeres in *Znhit3^−/−^* embryos or if there were additional defects in the remaining blastomeres, we cultured zygotes in vitro and collected single blastomeres from embryos at E2.5. At this stage, most *Znhit3^−/−^* and all control embryos could develop into 8‐cell embryos. The single blastomeres were then used for scRNA‐seq (Figure 4B; Table S2, Supporting Information). The capture of transcripts with poly(A) tails from single blastomeres was efficient (Figure S3A, Supporting Information) and confirmed success of the scRNA‐seq technology. We confirmed genotypes of blastomeres based on abundance of *Znhit3* transcripts (Figure 4C) and found that the amount of poly(A) RNA from *Znhit3^−/−^* 8‐cell blastomeres was decreased (Figure 4D), although not as much as in *Znhit3^−/−^* morulae (Figure 3D). More genes were significantly down regulated in *Znhit3^−/−^* 8‐cell blastomeres than in blastomeres from control 8‐cell embryos (Figure 4E). As more samples (single blastomeres) were applied for scRNA‐seq and thus improved the statistical power, we were also able to identify more differential expressed genes in *Znhit3^−/−^* 8‐cell blastomeres than in 8‐cell embryos from seRNA‐seq (Figure 3D). These results suggest the ablation of *Znhit3* causes global defects in gene expression as early as the 8‐cell stage and is accelerated during preimplantation development. In agreement with the obvious yet still minor defects observed at 8‐cell stage, 8‐cell blastomeres from *Znhit3^−/−^* and control embryos could not be distinguished by principal component analysis (PCA) using scRNA‐seq data (Figure S3B, Supporting Information), and embryo degeneration was not obvious at this stage (Figure 2E,F). However, deficits increase over time in the *Znhit3* null embryos, and they ultimately arrest at the morula stage. Embryos degenerate after prolonged in vitro culture.

### 2.4 ZNHIT3 Deletion Reduces Transcription Factors Required for the First Cell Fate Commitment

The phenotype of homozygous *Znhit3* ablation begins in the 8‐cell embryo and is exacerbated as embryos become morulae, at which time blastomeres begin to differentiate, and causes developmental arrest. Thus, we hypothesized that the arrest in blastomere and embryonic growth would be attributable to failure of embryo to differentiate. The first two distinguishable cell types in mouse embryos are the trophoblasts and the inner cell mass. This differentiation is controlled by two groups of antagonistic transcription factors: the pluripotency factors NANOG and OCT4 (encoded by *Pou5f1)* which drives formation of the inner cell mass and CDX2 which promotes trophoblast cell fate.^[^ ^9^ ^]^ We intercrossed *Znhit3^KI/−^* mice and examined expression of CDX2, NANOG and OCT4 in *Znhit3^−/−^* and control embryos at different developmental stages using immunofluorescence. CDX2 protein was barely detected until E2.75 when control embryos became early morulae. At this time point we could already detect reduced CDX2 abundance in homozygous *Znhit3* null embryos. CDX2 increased at E3.25 when control embryos had developed into the late‐morula stage. At this time point, CDX2 was significantly lower in *Znhit3^−/−^* embryos (**Figure** **5**A,B; Data S1, Supporting Information). NANOG and OCT4, two pluripotent factors controlling the first cell fate divergence in mouse embryos, could already be detected at E2.5 when control embryos were still 8‐cells (Figure 5A,D). We also detected significant decrease of NANOG and OCT4 in *Znhit3^−/−^* embryos at E2.5, E2.75 and E3.25 (Figure 5A, 5C‐E) similar to CDX2 (Figure 5A,B; Data S1, Supporting Information). These results suggest blastomere and embryo developmental arrest of *Znhit3^−/−^* embryos are not due to imbalance of the antagonistic program between CDX2 and pluripotency factors. Instead, a concomitant decrease of both CDX2 and the pluripotency factors could be the cause of the observed arrest.

**Figure 5:**
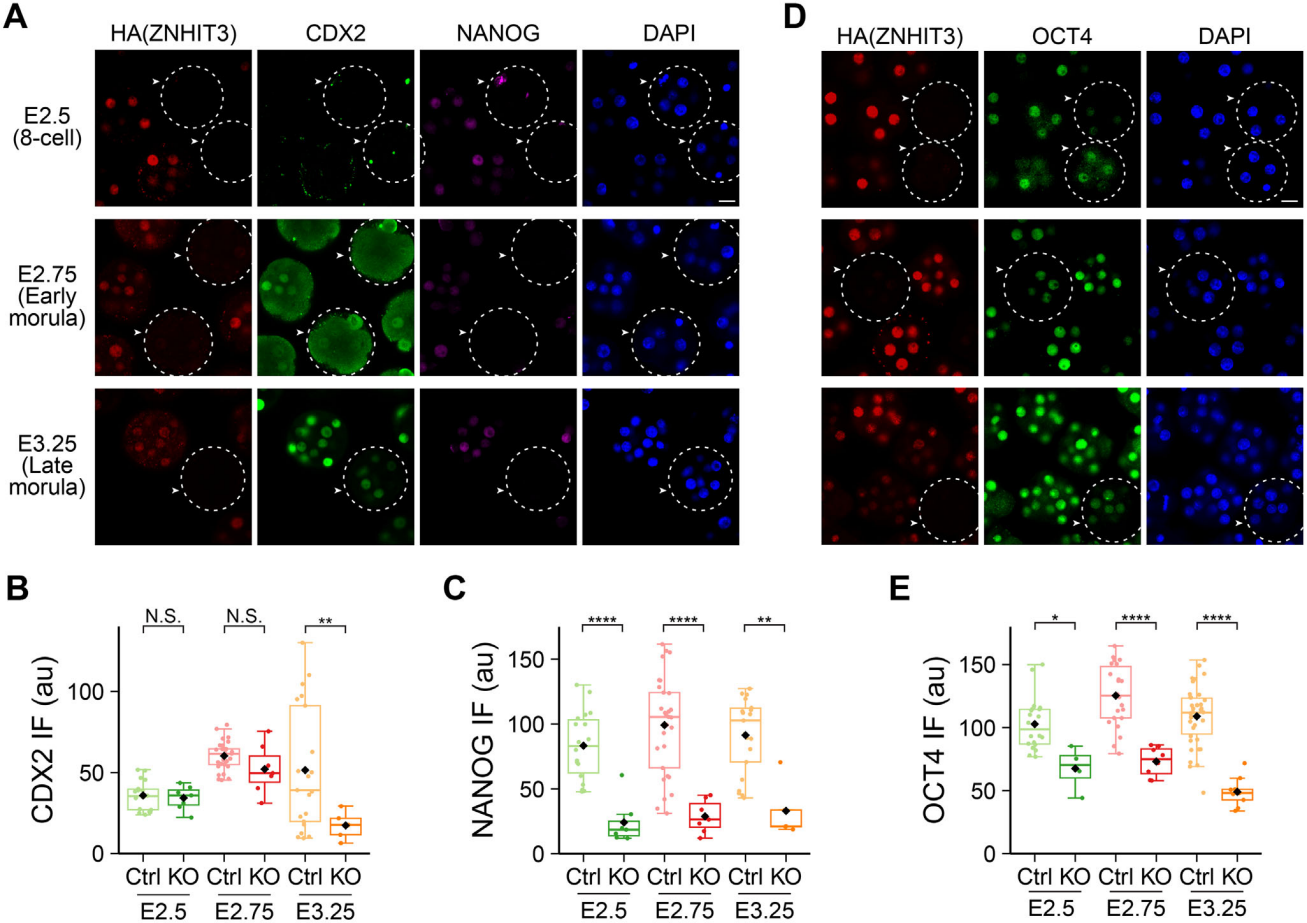
Depletion of ZNHIT3 leads to reduced expression of pluripotency factors in early embryos. A) CDX2 and NANOG protein levels in *Znhit3^−/−^* (arrowheads, dashed circles) and control (Ctrl) embryos at different developmental stages. B,C) Quantification of the nuclear fluorescent signals in A. D) OCT4 (encoded by *Pou5f1)* protein levels in *Znhit3^−/−^* (arrowheads, dashed circles) and control (Ctrl) embryos at different developmental stages. The nuclear fluorescent signals are quantified in E. Scale bar, 20 µm.

### 2.5 In the Absence of ZNHIT3, Protein Synthesis is Reduced

CDX2 and pluripotency factors are negatively correlated in blastomeres during the first cell fate decision in early mouse embryos,^[^ ^24^ ^]^ but consistent decrease of these proteins was detected in *Znhit3^−/−^* 8‐cell and morula embryos. Surprisingly, we also found that although the *Znhit3^−/−^* embryos already showed significantly decreased abundance of NANOG and OCT4 proteins at the 8‐cell stage, transcripts of *Cdx2*, *Nanog* and *Oct4* did not have significant differences between *Znhit3^−/−^* and control embryos at this developmental stage as determined by seRNA‐seq (Figure S4A‐C, Supporting Information). This observation was confirmed by scRNA‐seq using 8‐cell blastomeres from *Znhit3^−/−^* and control embryos (Figure S4D‐F, Supporting Information). These observations led us to investigate whether there was defect in the protein synthesis in *Znhit3* null embryos. Indeed, *Znhit3^−/−^* embryos had reduced protein translation as early as E2.5 when control embryos were still 8‐cells. This defect became more pronounced at E2.75 and E3.25 at which time control embryos became morulae (**Figure** **6**A,B; Figure S4G,H and Data S1, Supporting Information). Thus, it appears that the reduced protein synthesis is the underlying mechanism for arrested blastomere growth and viability. We also examined phosphorylation of S6 ribosomal protein which labels active ribosomes.^[^ ^25^ ^]^ As expected, in these developmental stages, S6 ribosomal protein had decreased phosphorylation in homozygous *Znhit3^−/−^* embryos (Figure 6C,D; Data S1, Supporting Information) suggesting abnormal ribosome function. Taken together, these results support the hypothesis that *Znhit3* ablation impairs normal ribosome function which decreases protein synthesis in the homozygous null embryos and caused developmental arrest.

**Figure 6:**
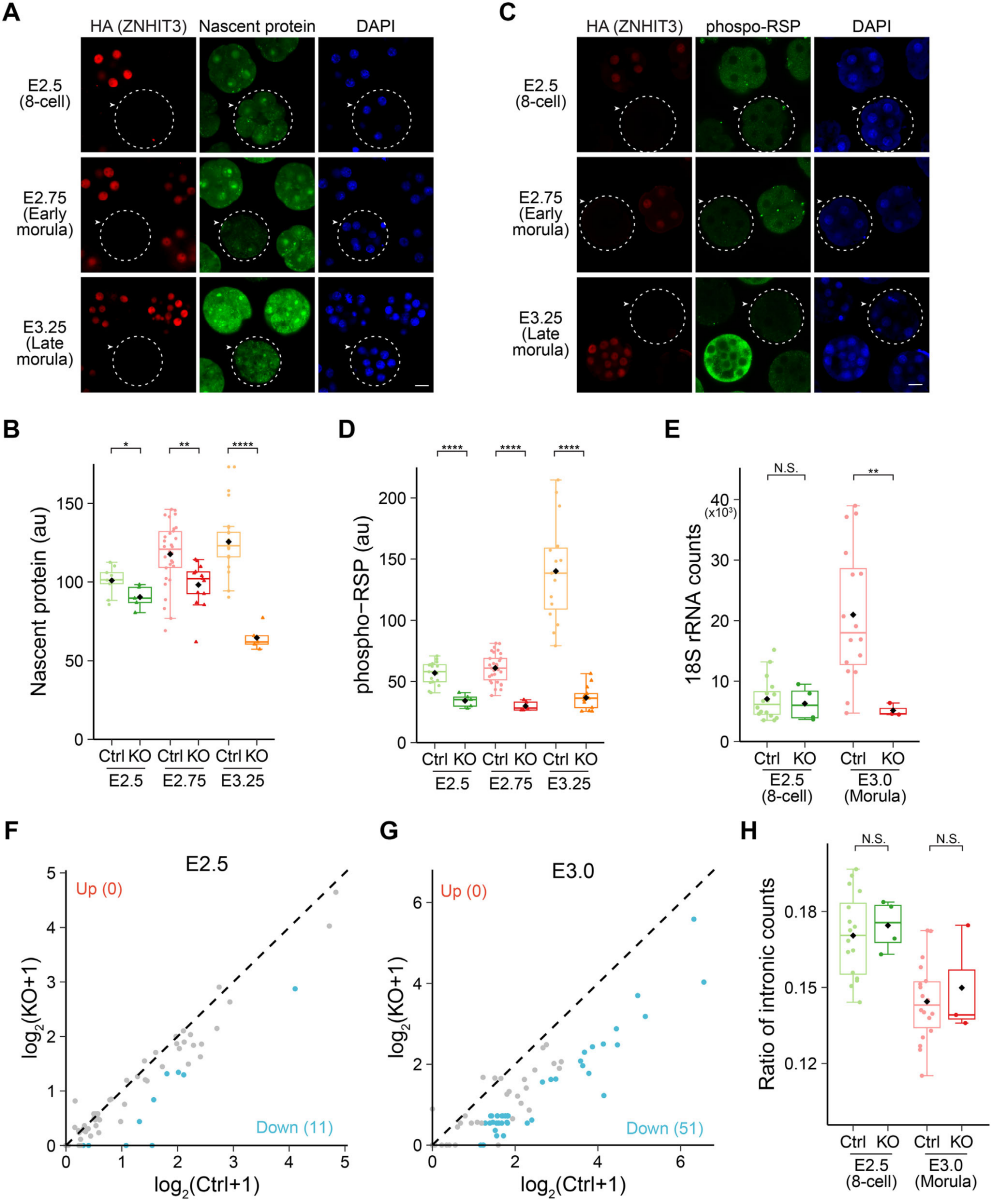
Ablation of *Znhit3* causes reduced protein synthesis in early embryos. A) Images of nascent proteins in *Znhit3^−/−^* (arrowheads, dashed circles) and control (Ctrl) embryos at different developmental stages. Scale bar, 20 µm. B) Quantification of the fluorescent signals in A. C) Images of phosphorylated S6 ribosomal protein (Ser235/236) in *Znhit3^−/−^* (arrowheads, dashed circles) and control (Ctrl) embryos at different developmental stages. Scale bar, 20 µm. D) Quantification of the fluorescent signals in C. E) Abundance of 18S rRNA in *Znhit3^−/−^* and control embryos at different developmental stages. F,G). Scatter plot showing abundance of box C/D snoRNA in *Znhit3^−/−^* and control embryos at different developmental stages. The box C/D snoRNAs that are significantly down regulated in the *Znhit3^−/−^* samples are labeled in blue with their total number specified. No box C/D snoRNAs are significantly up‐regulated in the *Znhit3^−/−^* samples. H) Ratio of intronic counts in seRNA‐seq data from *Znhit3^−/−^* and control embryos at different developmental stages.

ZNHIT3 was previously reported to interact with many core component proteins in the box C/D snoRNP complex, using immunoprecipitation followed by mass spectrometry (IP/MS) in U2OS cells.^[^ ^17^ ^]^ We performed similar experiments by expressing FLAG tagged ZNHIT3 protein in mouse embryonic stem cells E14, followed by anti‐FLAG immunoprecipitation and mass spectrometry (IP/MS). NOP58, NUFIP1 and FBL as well as other core components of the box C/D snoRNP complex were identified in the IP/MS experiment, strongly support ZNHIT3 to be another key component of box C/D snoRNP complex in embryonic cells. (Table S3, Supporting Information). We further explored the subcellular localization of ZNHIT3 and NUFIP1 and confirmed they share very similar localization, further validating ZNHIT3 to be a key component of the box C/D snoRNP complex (Figure S5B, Supporting Information).

Box C/D snoRNP complex mediates 2′‐O‐methylation of rRNA that is essential for ribosome assembly and function.^[^ ^26^ ^]^ As a key regulator of box C/D snoRNP assembly, we investigated whether *Znhit3* ablation could affect 2′‐O‐methylation of rRNA. We adapted small RNA smart‐seq into the currently available RiboMeth‐seq method^[^ ^27^ ^]^ and established the small RNA smart‐seq facilitated RiboMeth‐seq (SMARM‐seq) to profile 2′‐O‐methylation of rRNA from groups of embryos (Figure S6A and Table S4, Supporting Information). With the newly established SMARM‐seq, we could determine the frequency of a rRNA base captured at the 5′ end of a sequencing read. This frequency was used to calculate the RiboMeth score which represents the level of 2′‐O‐methylation (Figure S6B, Supporting Information). We successfully detected many conserved rRNA bases (Figure S6C,D, Supporting Information) that were reported to be 2′‐O‐methylated in different species.^[^ ^27^, ^28^ ^]^ We also identified other rRNA sites that could be potential mouse specific 2′‐O‐methylated sites (Figure S6E, Supporting Information) while some rRNA sites highly 2′‐O‐methylated in other species may not pertain to mouse embryos (Figure S6F, Supporting Information). However, we only detected marginally reduced 2′‐O‐methylation in rRNAs from *Znhit3^−/−^* embryos at E2.5 and E3.5 at which time control embryos develop into 8‐cells and morulae, respectively (Figure S6G,H, Supporting Information). Thus, we suspect that either ZNHIT3 contributes little to the 2′‐O‐methylation of rRNA or, more likely, that in the absence of ZNHIT3, hypo‐methylated rRNA is quickly degraded. The slightly reduced 2′‐O‐methylation of rRNA after *Znhit3* ablation would contribute very little in the reduced protein translation within *Znhit3* null embryos.

### 2.6 Decreased Abundance of snoRNA, rRNA and Intron Retention After *Znhit3* Ablation

ZNIHT3 is reported to participate in assembly of box C/D snoRNP complex in which a rRNA molecule is recruited to the snoRNP complex by binding to a snoRNA. Thus, we determined if rRNA levels were affected in *Znhit3^−/−^* embryos. Since our sc‐ and se‐RNA‐seq method use poly(A) tails to capture RNA for sequencing. We first wanted to confirm whether the amount of non‐poly(A) RNAs, e.g., rRNA, snoRNA, etc., captured in these sequencing experiments also correlate with their abundances in the embryonic cells. After intercrossing *Znhit3^KI/−^* mice, we collected early morulae and confirmed the genotype of each embryo by an anti‐HA immunofluorescence assay. We then grouped *Znhit3^−/−^* and control embryos, respectively and performed quantitative reverse transcription polymerase chain reaction (qRT‐PCR) after getting their total RNA to examine expression of 18S rRNA in these 2 groups of embryos. Using ERCC spike‐in as the external control during RNA extraction and qRT‐PCR, we could confirm that even for 18S rRNA, a typical non‐poly(A) RNA, the RNA‐seq results correlate well with that from qRT‐PCR, warranting the reliability of our sc‐ and se‐RNA‐seq for quantification of non‐poly(A) RNAs (Figure S5A, Supporting Information). By further analyzing our RNA‐seq results, we confirmed that lower rRNA levels were consistently observed in *Znhit3^−/−^* embryos (compared to control embryos) from E2.5 until E3.5 which corresponds to 8‐cell to morula stage in control embryos (Figure 6E). Similarly, the abundance of many snoRNAs also decreased to low levels in *Znhit3^−/−^* embryos during these developmental stages (Figure 6F,G). Based on these observations, we postulate that ZNHIT3 participates in binding snoRNA to rRNA during box C/D snoRNP complex assembly. Loss of ZNHIT3 reduces this binding and leads to degradation of both snoRNA and rRNA. Reduced rRNA impairs ribosome assembly and function leading to decreased protein translation. Box C/D snoRNP complexes are also reported to participate in nascent mRNA splicing.^[^ ^29^ ^]^ This is confirmed by our IP/MS experiment which identified multiple components responsible for mRNA splicing, e.g., XRN2, DIS3, CNOT8, etc, as another group of binding partners of ZNHIT3 (Table S3, Supporting Information). We also confirmed similar subcellular localization of ZNHIT3 and XRN2 (Figure S5C, Supporting Information). In agreement with these observations, we detected slightly higher amounts of intronic sequences in transcripts captured from *Znhit3^−/−^* embryos at E2.5 and E3.5 in seRNA‐seq experiment. Although the difference is not significant, it suggests ZNHIT3 may be indispensable for proper splicing of nascent mRNAs (Figure 6H). These abnormalities in *Znhit3^−/−^* embryos were also recapitulated in 8‐cell blastomeres (Figure S3C,D, Supporting Information). Taken together, our results indicate that ZNHIT3 participates in recruiting rRNA into the box C/D snoRNP complex which also mediates mRNA splicing. In the absence of ZNHIT3, there is decreased rRNA and abnormalities in pre‐mRNA splicing, both of which could contribute to the impaired protein translation in *Znhit3^−/−^* embryos that leads to embryonic arrest at the morula stage.

### 2.7 Microinjection of cRNA Encoding ZNHIT3 Partially Rescues Embryonic Defects

To determine whether the observed defects in preimplantation development could be rescued, we injected EGFP‐conjugated *Znhit3* complementary RNA (cRNA) into late 1‐cell zygotes derived from *Znhit3^KI/−^* female mice after mating with *Znhit3^KI/−^* male mice and cultured them until E4.5 (**Figure** **7**A,B). Adding back ≈1.0 pL of 1.0 µg µL^−1^ *Znhit3* cRNA rescued the morula arrest in all the *Znhit3^−/−^* embryos, which then progressed to blastocysts. In contrast, *Znhit3^−/−^* embryos injected with comparable amounts of 1.0 µg µL^−1^ EGFP cRNA remained as morulae, even though much stronger fluorescence were observed that indicated higher amount of EGFP protein (Figure 7C,E; Figure S7A,C,G, Supporting Information). Protein translation was largely recovered in *Znhit3^−/−^* embryos supplemented with *Znhit3* cRNA, but not with EGFP control cRNA, as confirmed by immunofluorescence of nascent protein (Figure 7C,D; Figure S7A, Supporting Information). We further confirmed that the nascent protein level was positively correlated with expression of *Znhit3* cRNA (Figure 7C; Figure S7B, Supporting Information). Similarly, we also observed recovered expression of NANOG and CDX2 in *Znhit3^−/−^* embryos injected with *Znhit3* cRNA (Figure 7E,F; Figure S7C,D, Supporting Information) However, exogenous injected *Znhit3* cRNA failed to increase protein translation as well as the NANOG and CDX2 abundance to the same extent as control embryos (Figure 7C‐F; Figure S7A,C,D, Supporting Information). This may be due to insufficient accumulation of ZNHIT3 protein at E4.5 as significant decrease of ZNHIT3‐EGFP protein was observed during embryo development after injection. In agreement with this observation, although *Znhit3^−/−^* embryos progressed to the blastocyst stage after zygotic injection of *Znhit3* cRNA, these embryos had fewer blastomeres, smaller blastocoels and smaller size compared to control embryos (Figure 7E; Figure S7E‐G, Supporting Information). Nevertheless, these results indicate that ZINHIT3 is indeed a key component in controlling protein translation in early embryos, absence of which is sufficient to cause translation defects and morula arrest.

**Figure 7:**
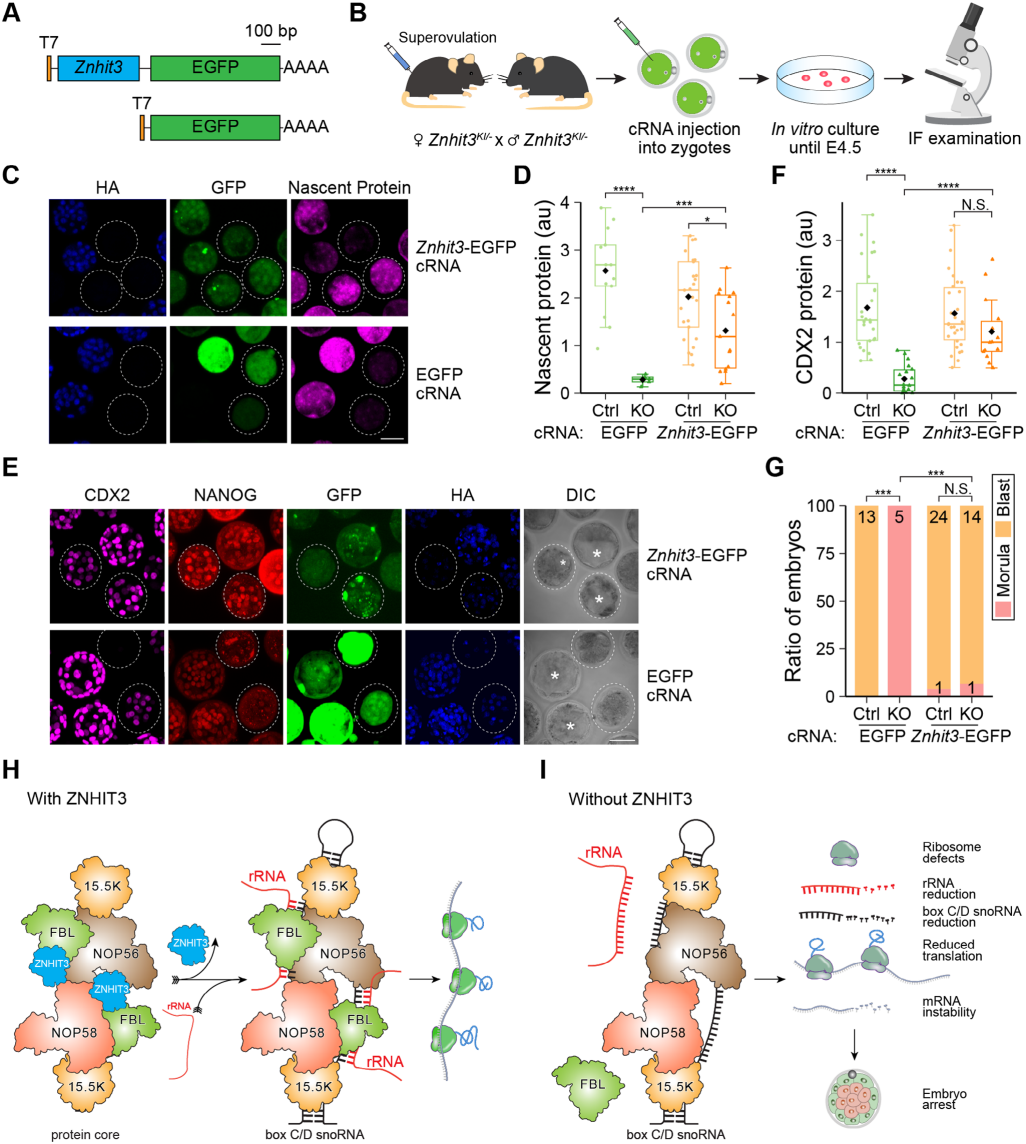
*Znhit3* cRNA partially rescues defects in *Znhit3^−/−^* embryos. A) Schematic of the *Znhit3*‐EGFP cRNA used for microinjection. EGFP cRNA is used as the control. B) Scheme of exogenous cRNA mediated rescue experiment. *Znhit3*‐EGFP or control cRNA are microinjected into late zygotes collected from *Znhit3^KI/−^* female mice after mating with *Znhit3^KI/−^* males. The embryos are cultured in vitro until E4.5 for microscopic examination. C) Images of nascent proteins in *Znhit3^−/−^* (dashed circles) and control (Ctrl) embryos at E4.5 after zygotic injection of EGFP or *Znhit3*‐EGFP cRNA. Scale bar, 50 µm. D) Quantification of nascent protein level in each embryo after injection of different cRNAs. Note *Znhit3* cRNA largely rescues the protein translation in *Znhit3^−/−^* embryos comparing to EGFP cRNA injection. E) Immunofluorescent images of CDX2 and NANOG proteins in *Znhit3^−/−^* (dashed circles) and control embryos at E4.5 after zygotic injection of EGFP or *Znhit3*‐EGFP cRNA. Scale bar, 50 µm. F) Quantification of CDX2 protein level in each embryo after injection of different cRNAs. Note *Znhit3* cRNA largely rescues CDX2 levels in *Znhit3^−/−^* embryos compared to EGFP cRNA injection. It also rescues developmental defects of *Znhit3^−/−^* embryos as they can progress into blastocyst stage. Asterisks in E indicate blastocoels in the embryos and rescued *Znhit3^−/−^* embryos have smaller cavities compared to control embryos, suggesting incomplete rescue. G) Ratio of developmental stages the injected embryos could achieve. The number of embryos captured for each group is labeled on the bars. Note *Znhit3* cRNA rescues the developmental defects of *Znhit3^−/−^* embryos as they can progress into blastocyst stage like control embryos. H) Proposed molecular mechanisms of *Znhit3* in controlling protein translation and early embryo development. ZNHIT3 facilitates assembly of the box C/D snoRNP complex which is essential for rRNA processing and later ribosome functions. This in turn ensures normal protein translation. Without ZNHIT3 I), rRNA cannot be recruited into box C/D snoRNP complex for proper processing which leads to malfunctions of ribosomes, down‐regulation of rRNA and box C/D snoRNA. In combination, these defects reduce protein translation and promotes degradation of noncomplexed RNA in mouse embryos which leads to developmental arrest.

## 3 Discussion

Early mammalian embryo development requires reprogramming the zygotic epigenome and differentiation of cells to establish germ layers.^[^ ^30^ ^]^ Both processes occur quickly and require rapid accumulation of proteins that define identity and execute cell function. eIF4E1b, an oocyte‐specific translation initiation factor,^[^ ^31^ ^]^ selects and stabilizes essential maternal mRNAs for translation of key factors responsible for reprogramming the zygotic epigenome to ensure the maternal to zygotic transition.^[^ ^8^ ^]^ After zygotic activation, the rapid expression of essential genes establishes protein programs to ensure progression of embryonic cells into different lineages. This process is accompanied by increased translation efficiency^[^ ^10^, ^12^ ^]^ and we now report that ZNHIT3 regulates protein translation to ensure the proper development of mouse embryos.

ZNHIT3 was previously identified as a co‐factor that participates in box C/D snoRNP complex assembly^[^ ^17^, ^32^ ^]^ but its molecular role in preimplantation mammalian development remained unexplored. By anti‐ZNHIT3^FLAG^ IP followed by mass spectrometry, we identified multiple core components of the box C/D snoRNP complex including NOP58, NUFIP1, FBL, etc. Together with immunofluorescence experiments, we confirm that ZNHIT3 is indeed another key component of box C/D snoRNP complex in embryonic cells (Table S3 and Figure S5B, Supporting information). Fibrillarin (FBL) is a core component of box C/D snoRNP complex that is essential for early embryo development.^[^ ^15^ ^]^ However, *Fbl* transcript remains largely unchanged in blastomeres during early embryo development (Figure S1A, Supporting Information) suggesting a structural rather than regulatory role. By establishing gene‐edited mice in which ZNHIT3 is tagged with FLAG and HA (*Znhit3^KI^*), we document that the protein is first detected in mid 2‐cell embryos and is abundant throughout preimplantation development (Figure 1C,D). These results agree with previously published transcriptome and proteome results and are consistent with *Znhit3* being a single‐copy zygotic gene. Its increased expression in later stages of preimplantation development also provides evidence for a role as a facilitator of box C/D snoRNP function at which time protein translation should be promoted.

*Znhit3* null embryos arrest at the morula stage of development due to impaired protein translation with a secondary effect that decreases abundance of unprotected transcripts.^[^ ^33^ ^]^ The first cell lineage dichotomy become detectable when mouse embryos progress to morulae.^[^ ^9^, ^24^, ^30^ ^]^ Blastomeres with high expression of pluripotency factors, e.g., NANOG, OCT4, meanwhile represses pathways controlled by CDX2. These cells later become the inner cell mass (ICM) which ultimately give rise to all the cells of the animal. In contrast, morula blastomeres with high CDX2 and low abundance of pluripotency factors contribute to the trophectoderm that facilitates the embryo implantation and development. In embryos with ZNHIT3 depletion, expression of these two opposing transcription factor groups both decrease (Figure 5) which may compromise cell fate commitment programs and lead to morula arrest. The impaired protein translation machinery subsequently correlates with degradation of these arrested embryos (Figure 2E‐H). By injecting cRNA encoding ZNHIT3 into *Znhit3^−/−^* late zygotes, we successfully rescued translation in these embryos as well as abundance of NANOG and CDX2 (Figure 7A‐F). However, the rescued embryos did not recapitulate all the features of control embryos as they had fewer blastomeres and smaller size (Figure 7E; Figure S7E‐G, Supporting Information). It may be that the turnover of the microinjected cRNA in *Znhit3^−/−^* zygotes and the continuing need for translation precludes a complete rescue.

One function of box C/D snoRNP complex is to regulate 2′‐O‐methylation of rRNA. Using SMARM‐seq, we successfully profiled rRNA 2′‐O‐methylation in groups of embryos, but after *Znhit3* ablation we observed only a marginal decrease of rRNA 2′‐O‐methylation suggesting that ZNHIT3 may not direct 2′‐O‐methylation in the mutant mice. Nevertheless, our newly developed SMARM‐seq protocol shows similar 2′‐O‐methylation pattern for many well‐known rRNA residues, indicating its reliability while using a much smaller amount of materials (Figure S6C,D, Supporting Information). Both rRNA and box C/D snoRNA levels were reduced in *Znhit3^−/−^* embryos indicating that ZNHIT3 facilitates recruitment of rRNA into the box C/D snoRNP complex. RNAs (rRNA and snoRNA) not recruited into the complex are rapidly degraded due to lack of protection by complexing proteins.^[^ ^34^ ^]^ Thus, we could not exclude the possibility that ZNHIT3 depletion indeed reduces 2′‐O‐methylation of some rRNAs that could not be assembled into the snoRNP complex, but our method failed to capture this methylation change due to rapid degradation of these unprotected rRNAs. Because active translation has been documented to prevent mRNA degradation,^[^ ^33^, ^35^ ^]^ it is not surprising that extensive decrease of mRNA is observed in *Znhit3^−/−^* embryos. Many snoRNAs also participate in the pre‐mRNA splicing.^[^ ^36^ ^]^ We also identified many components responsible for pre‐mRNA splicing as another group of binding partners of ZNHIT3 in the IP/MS experiment (Table S3 and Figure S5C, Supporting Information). This also suggests ZNHIT3 to be a mediator for box C/D snoRNP complex in recruiting pre‐mRNA splicing machineries. It is thus not surprising that ZNHIT3 deletion leads slightly increased intron retention which could be another reason for the mRNA degradation as non‐properly processed mRNAs are destined for clearance.^[^ ^37^ ^]^ The combined defects that halt the protein translation in *Znhit3^−/−^* embryos arrest development at the morula stage of preimplantation development (Figure 7H,I).

In this paper, we illustrate how ZNHIT3 plays a key role to ensure the progression of early mouse embryogenesis by affecting box C/D sonRNP complex assembly and protein translation. Future investigations into box C/D snoRNP function could use ZNHIT3 as a key point to explore new regulatory mechanisms during the early embryo development. Our results could also guide research in human disease conditions as *Znhit3* mutations have been reported to cause progressive encephalopathy with oedema, hypsarrhythmia, and optic atrophy (PEHO) syndrome.^[^ ^38^ ^]^ It would be useful to explore how protein synthesis may be affected under the pathological condition caused by *Znhit3* mutations and hopefully promoting protein translation could be a therapeutic modality for human patients with defective *Znhit3*.

## 4 Experimental Section

### Establishment of Mouse Lines—Generation of CRISPR/Cas9 Mutant Mice

All animal studies were performed in accordance with guidelines of the Animal Care and Use Committee of the National Institutes of Health under Division of Intramural Research, National Institute of Diabetes and Digestive and Kidney Diseases‐approved animal study protocols (K018‐LCDB‐24 and K044‐LCDB‐22). Two CRISPR‐Cas9 crRNA XT oligonucleotides^[^ ^39^ ^]^ were used to establish the *Znhit3^KO^* mutant line. 1.5 µL of each crRNA‐tracrRNA duplex solution (100 mM) after annealing crRNA to tracrRNA (1072533, Integrated DNA Technologies [IDT]) was mixed and used for electroporation. Another crRNA XT oligonucleotide as well as a single strand DNA (ssDNA) oligo were used to establish the mouse line containing FLAG and HA tags fused at the carboxyl terminus of ZNHIT3. Detailed protocols were described previously.^[^ ^8b^ ^]^ All crRNA XT oligonucleotides and the ssDNA for repair were synthesized by Integrated DNA Technologies (IDT). Sequences for the sgRNA and repair oligonucleotides are provided in Table S5 (Supporting Information).

### Establishment of Mouse Lines—*Genotyping*

Tail tips of mice were lysed in 200 µL of DirectPCR Lysis Reagent (102‐T, Viagen Biotech) with proteinase K (3115879001, 0.2 mg/ml, Sigma–Aldrich) at 55 °C for 4–16 h. To inactivate proteinase K, samples were incubated at 85 °C for 1 h. EmeraldAmp GT PCR Master Mix (RR310A, Takara Bio USA) and gene specific primers (Table S5, Supporting Information) were used to amplify specific DNA fragments. PCR was performed with an annealing temperature of 59 °C and 37 cycles using Mastercycler Pro (Eppendorf). For single embryo genotyping, single morula or blastocyst was lysed in 4 µL 1× Q5 PCR buffer containing high GC enhancer (B9027S, New England Biolabs [NEB]) and proteinase K (3115879001, 0.2 µg µL^−1^, Sigma–Aldrich). 56 °C 30 min, 95 °C 15 min and use directly for genotyping PCR.

### Analysis of Single Embryos—Immunofluorescence of Mouse Embryos

Mouse embryos were fixed in 4% paraformaldehyde (PFA; 15710, Electron Microscopy Sciences) for 30 min at room temperature and washed in phosphate‐buffered saline (PBS; 10010023, Invitrogen) supplemented with 0.3% polyvinylpyrrolidone (PVP; PVP360‐100G, Sigma–Aldrich). Eggs/embryos were incubated in PBS with 0.3% bovine serum albumin (BSA; 9998S, Cell Signaling Technology [CST]) and 0.1% Tween 20 (P9416, Sigma–Aldrich) for 2 h and stained overnight at 4 °C with primary antibodies. Goat anti‐mouse or rabbit antibody conjugated with Alexa Fluor was used for immunofluorescent imaging. Primary antibodies used were anti‐HA (3724S, 1:600, CST), anti‐HA (NBP2‐50416, 1:300, Novus Biologicals), anti‐OCT4 (sc‐5279, 1:60, Santa Cruz Biotechnology), anti‐CDX2 (Ab76541, 1:200, Abcam), anti‐NANOG (sc‐374103, 1:80, Santa Cruz Biotechnology), anti‐Phospho‐S6 Ribosomal Protein (Ser235/236) (2211S, 1:100, CST), anti‐NUFIP1(12515‐AP, 1:200, Proteintech) and anti‐XRN2 (IHC‐00223, 1:200, Berthyl Laboratories). For anti‐OCT4 and anti‐NANOG immunostaining, non‐specific signals from zonae pellucidae were computationally removed with a home‐made MATLAB script before quantification of the intensity. All the experiments were repeated at least three times and representative results from one replicate were presented.

### Analysis of Single Embryos—Count of Blastomere Numbers in Single Embryos

Immunofluorescent (IF) Z‐stack data were used to determine the number of blastomeres in each embryo after staining with DAPI. The Z‐stack data for one embryo were first split into images reflecting each layer. To determine the number of blastomeres in an embryo, a MATLAB script was used to examine the DAPI staining for each image representing distinct layers of the IF experiment. After examining all layers of images, each blastomere was labeled and all blastomeres were projected into a single image. The position of each blastomere was plotted in the projected image and the total number of blastomeres was determined.

### Single Embryo RNA‐seq (seRNA‐seq)

Single embryo RNA‐seq was adapted from single cell G&T‐seq.^[^ ^23^ ^]^ To collect embryos, fertilized zygotes were flushed from hormone simulated *Znhit3^+/−^* female mice after successful mating with *Znhit3^+/−^* males and cultured in advanced KSOM medium (MR‐101‐D, Millipore) until sample collection. When collecting samples, embryos were washed in PBS and transferred into acidic Tyrode's solution (MR‐004‐D, Millipore) to remove zonae pellucidae. Single zona‐free embryos were transferred into 8‐well PCR strips containing 2.5 µL of RLT Plus buffer (1053393, Qiagen Sciences). The PCR strips with single embryos were frozen at ‐80 °C until library construction. The G&T‐seq protocol was used to generate seRNA‐seq libraries. During RNA‐seq library construction, 1 µL of pre‐diluted (1:10^5^) ERCC spike‐in (4456740, ThermoFisher Scientific) was added to each well containing a single embryo and 15 PCR cycles were used for cDNA amplification. Indexed single embryo RNA‐seq libraries were pooled and purified with AMPure XP beads (A63881, Beckman Coulter) at a ratio of 1:0.6. The quality of the pooled libraries was confirmed by Bioanalyzer 2100, and each pooled library was sequenced (51 bp, paired‐end) in one lane on the Illumina HiSeq2000 platform in the NIDDK Genomics Core, or (150 bp, paired‐end) in one lane on the Illumina HiSeq4000 platform (Novogene).

### Low Input Small RNA Smart‐seq Facilitated RiboMeth‐seq (SMARM‐seq)

*Znhit3^KI/−^* female mice were hormone simulated (5 IU eCG followed 48 h later with 5 IU hCG, both intraperitoneal) and co‐caged with *Znhit3^KI/−^* males for collection of zygotes. Zygotes without cumulus were collected as previously described and cultured until the desired developmental stages. Before sample collection, embryos were first examined by a rapid immunofluorescence (IF) staining to confirm expression of the HA tag fused to ZNHIT3 in the knock‐in (KI) allele. The IF was performed with 1 h incubation of primary antibody and 0.5 h of secondary antibody incubation at room temperature. All IF reagents were supplied with 0.5U µL^−1^ RNase inhibitor. Embryos without the knock‐in allele were considered homozygous null and others as controls. 15–20 zona‐free homozygous null or control embryos were used as one group which were washed in PBS and then transferred into acidic Tyrode's solution to remove zonae pellucidae before collecting into PCR strips with 5 µL RLT Plus lysis buffer. 9 µL RNAclean beads (1:1.8 ratio) were used to purify RNA in each group. 10 µL 50 mM Na_2_CO_3_/NaHCO_3_ buffer (pH 9.2) were used for elution with 5 min incubation before heating at 95 °C for 10 min in a PCR cycler to finish hydrolysis. 1 µL 1N HCl was added to neutralize the pH. 22 µL RNAclean XP beads and 28 µL 100% isopropanol were then added to bind the fragmented RNA in each group. The beads were washed twice with 180 µL 85% ethanol and eluted with 10 µL Antarctic phosphatase reaction mix containing 7.5 µL H_2_O, 1 µL 10x Antarctic phosphatase reaction buffer, 1 µL Antarctic phosphatase (M0289S, New England Biolabs [NEB]) and 0.5 µL 20U µL^−1^ RNase inhibitor. Incubation at 37 °C for 30 min and then 70 °C for 5 min was performed to finish de‐phosphorylation and enzyme inactivation. After de‐phosphorylation, RNA fragments were purified by adding 18 µL RNAclean XP beads and 27 µL 100% isopropanol. The RNAclean XP beads were eluted with 10 µL poly‐adenylation mix from the SMARTer smRNA‐Seq kit (635029, Takara) after washing. Other steps of the product manual were followed to finish the library preparation with 14 PCR cycles for library amplification. Sequenced reads of SMARM‐seq libraries were trimmed with Cutadapt ver. 4.2 using AAAAAAAAAA as the adapter sequence.^[^ ^40^ ^]^ Trimmed reads were aligned to mouse rDNA sequence (GenBank: BK000964.3)^[^ ^41^ ^]^ with RNA‐STAR^[^ ^42^ ^]^ and PCR duplicated were removed from the aligned BAM file by Picard in GATK ver. 4.3.0.0.^[^ ^43^ ^]^ SAMtools^[^ ^44^ ^]^ was used to get SAM files from the BAMs without PCR duplicates which were examined by a home‐made C++ program to check the rRNA base at the 5′ end of each sequencing read. The frequencies of rRNA bases detected to be the 5′ end of sequencing reads was used to calculate the RiboMeth score based on previously published algorithm.^[^ ^27^, ^45^ ^]^

### Analysis of Blastomeres—Single Cell RNA‐seq (scRNA‐seq)

Single zona‐free embryos were first collected as described above. After that, one single embryo was pipetted into a capillary tube with a diameter of 1.5 to 2 times of the diameter of single blastomeres to physically dissociate single blastomeres. Single blastomeres that remained intact were transferred into PCR strips and processed using the G&T‐seq to finish the RNA‐seq library. 1 µL of 1:10^6^ diluted ERCC was added to lysate of each single blastomeres from 8‐cell embryos, 17 PCR cycles were used to amplify the cDNA.

### Analysis of Blastomeres—Analysis of seRNA‐seq and scRNA‐seq Data

Alignment of se/scRNA‐seq reads as well as sample filtration and data analysis were described previously.^[^ ^8b^ ^]^ 86 of the 94 single embryos for seRNA‐seq and 82 of the 96 single 8‐cell blastomeres for scRNA‐seq were used for downstream analysis. Number of reads that aligned to the *Znhit3* deleted regions in *Znhit3^−/−^* line was used to confirm the genotype of each sample. DESeq2 was used to analyze the cleaned RNA‐seq data^[^ ^46^ ^]^ for samples from the same developmental stages. The ERCC normalized gene count matrix was used for all plots. 

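The ERCC normalized total of endogenous gene counts per embryo was about level between the 4-cell and 8-cell stages and higher in morulae and early blastocysts. Endogenous counts were scaled to the mean ERCC total of 173518 counts of all 94 embryos and are given in units of 1000000 counts. The normalized total was 6.32 ± 1.62 (SD, n = 29) at the 4-cell stage, 6.99 ± 1.48 (SD, n = 22) at the 8-cell stage and 24.1 ± 12.1 (SD, n = 22) at the morula stage. The median of the 21 early blastocysts was 41.0, and their mean, 39.6 ± 14.5 (SD, n = 20), is given without embryo 18, which had 7153 from its 351 ERCC counts.
From 8-cell to morula the mean log2 normalized total rose by 1.57, a 2.96-fold ratio of geometric means (permutation test with 100000 resamples, two-sided, p = 1e-05, the smallest it can give, and Benjamini-Hochberg adjusted p = 3e-05 over 3 comparisons). Of 22 morulae, 21 lay above the 8-cell median and also above the highest 8-cell embryo. From morula to early blastocyst the mean log2 total rose by 1.24, a 2.36-fold ratio of geometric means with embryo 18 included (p = 0.00012, adjusted p = 0.00018 from the same permutation test). Of 21 early blastocysts, 20 lay above the morula median. Leaving out early blastocyst embryo 18, morula embryo 9 and the other 3 embryos whose ERCC share lay over 3 median absolute deviations from the median of their stage, a choice made after seeing the data, gave log2 differences of 1.80 and 0.69. The difference between the 8-cell and 4-cell stages, 0.16 on the log2 scale, was within the spread between embryos (p = 0.102, adjusted p = 0.102 from the permutation test; 14 of 22 8-cell embryos above the 4-cell median). Without ERCC scaling the endogenous totals differed little between 8-cell and morula (0.087 on the log2 scale, adjusted p = 0.622 from the permutation test). These totals include *CT010467.1*, a gene annotated as rRNA. With this gene left out, a choice made after seeing the data, the ERCC-normalized log2 differences were 0.15, 1.59 and 1.24 in the 3 comparisons in order of stage.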

PCA and MA plots were generated using R. The gene biotype information was downloaded from Biomart.^[^ ^47^ ^]^

### Analysis of Blastomeres—Analysis of rRNA Expression from scRNA‐seq or seRNA‐seq

Alignment and analysis for rRNA expression follows similar procedures as described in the previous scRNA‐seq analyses. Briefly, the FASTQ reads that cannot align to the annotation file in sc/seRNA‐seq were then re‐aligned by STAR against rRNA annotations generated from BK000964.3. Only uniquely mapped reads from the BAM file generated by STAR were kept and Stringtie^[^ ^48^ ^]^ was used to calculate expression of all rRNAs.

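In the matrix 3 rows hold counts for ribosomal RNA, one each for 18S, 28S and 5.8S, the RNA components of the small (18S) and large (28S and 5.8S) ribosomal subunits that are cut from a single precursor. Scaled to the ERCC spike-ins, their medians were higher at each later stage. 18S rRNA had a median of 7471 normalized counts in 4-cell embryos, 9432 in 8-cell embryos, 24595 in morulae and 42537 in early blastocysts. 28S rRNA had medians of 37500, 50382, 86555 and 175246, and 5.8S rRNA of 233, 276, 438 and 1190, in the same order of stages.
These rows are not polyadenylated transcripts, and they varied widely between embryos. No difference in their ERCC-normalized counts between consecutive stages passed the test over all embryos. 18S rRNA differed by 1.02 on the log2 scale between morula and 8-cell (two-sided permutation test, p = 0.0177, Benjamini-Hochberg adjusted p = 0.0531 over 3 comparisons), with 17 of 22 morulae above the 8-cell median. 28S rRNA differed by 0.76 (adjusted p = 0.152 from the permutation test, 19 of 22 above) and 5.8S rRNA by 0.69 (adjusted p = 0.167, 17 of 22 above). Without the 5 embryos of outlying ERCC share these differences were 1.42 for 18S, 1.18 for 28S and 1.15 for 5.8S rRNA (adjusted p = 0.00021, 0.00219 and 0.00351). Counted per 1000000 endogenous counts, 28S and 5.8S rRNA were lower in morulae than in 8-cell embryos, by -0.81 and -0.84 on the log2 scale (adjusted p = 0.0168 and 0.0128 from the permutation test), while the difference of -0.55 for 18S rRNA did not pass it (adjusted p = 0.113). The tests on these rows were chosen after the data were seen. The rRNA rows took a median of 0.762%, 0.811%, 0.550% and 0.516% of the counts at the 4 stages in order and were left out of library sizes and of the comparisons of genes. By the paper's methods they hold only reads that did not align to the annotation, so they may be only a part of the rRNA reads. RefSeq places the 18S rRNA pseudogene *Rn18s-rs5* at the gene *CT010467.1*, which is annotated as rRNA. This gene stayed in library sizes, in the comparisons and in the endogenous counts. It took medians of 5.03%, 5.32%, 4.07% and 4.13% of the endogenous counts in the same order.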

### Analysis of Intron and Exon Sequences from RNA‐Seq Experiments

After alignment of sc‐ or se‐RNA‐seq FASTQ files to obtain the correlated BAM files, the exon count of each transcript in each sample was calculated by featureCounts v2.0.3.^[^ ^49^ ^]^ A home‐made C++ program was used to calculate the intron counts using the GTF annotation and SAMtools transformed SAM files from the BAM files. Only reads containing more than 3 continuous intron bases were considered an effective intron reads.

### Quantitative Reverse Transcription Polymerase Chain Reaction (qRT‐PCR) of 18S rRNA

Morulae were collected after intercross of *Znhit3^KI/−^* mice. A rapid anti‐HA IF was performed by reducing the BSA blocking time to 0.5 h and primary antibody incubation for 1 h, both at room temperature in the presence of RNase inhibitor. After examining the anti‐HA IF results, *Znhit3^−/−^* embryos were group together with minimal buffer and lysed in RLT Plus buffer. About 20 *Znhit3^−/−^* embryos were grouped together while ≈20 control embryos were used as another group. ERCC spike‐in was then added to the grouped and lysed embryos. ERCC was diluted in RLT Plus buffer by 1:10^3^ and 1 µL diluted ERCC was added for one embryo. The lysis was then used for total RNA extraction using RNeasy Plus Micro Kit (74034, Qiagen) followed by reverse transcription using the SuperScript IV VILO Master Mix (11756050, ThermoFisher Scientific). qRT‐PCR were then performed to examine 18S rRNA level in the embryos with ERCC as external control. Primers used for qRT‐PCR are listed in Table S5 (Supporting Information).

### Analysis of Proteins—Analysis of ZNHIT3 Protein Sequences

To generate the phylogenetic tree using ZNHIT3 protein sequences from different vertebrates, corresponding protein sequences of selected vertebrates were downloaded from NCBI and then analyzed by MEGA 11.^[^ ^21^ ^]^ The maximum likelihood evolutionary analysis method provided in MEGA 11 was used for the analysis.^[^ ^50^ ^]^ The accession numbers of protein sequences analyzed are: NP_001005223.1 (mouse), NP_956567.1 (zebrafish), NP_001091379.1 (frog), XP_030392805.1 (turtle), XP_015151640.2 (chicken), XP_003639345.1 (dog), NP_001385779.1 (rat), XP_005076970.1 (hamster), XP_003912918.1 (baboon), XP_004041917.1 (gorilla), NP_004764.1 (human). The ZNHIT3 protein sequences of mouse, rat, dog and human were further aligned with Clustal X.^[^ ^22^ ^]^

### Analysis of Proteins—Anti‐ZNHIT3^FLAG^ Immunoprecipitation Followed by Mass Spectrometry (IP/MS)

ZNHIT3 protein with C terminal FLAG tag was expressed in mouse embryonic stem cells E14, after transfection the cells with a pCAG plasmid containing the expression cassette. After transfection (48 h), one 10 cm dish was used to harvest the cells in RIPA buffer (89900, ThermoFisher Scientific) for anti‐FLAG IP with M2 magnetic beads (M8823, Sigma). E14 cells transfected with the plasmid backbone were used as the control. The M2 beads after IP were sent to National Institute of Diabetes and Digestive and Kidney Diseases (NIDDK) Advanced Mass Spectrometry Core for mass spectrometry analysis. The full gene list encoding possible ZNHIT3 binding partners are provided in Table S3 (Supporting Information).

### Analysis of Proteins—Embryo Treatment and Imaging of Protein Synthesis

To determine differences of mRNA translation in embryos with different genotypes, zygotes were obtained from hormonally simulated *Znhit3^KI/−^* females after intercross with *Znhit3^KI/−^* males and cultured in advanced KSOM medium until the time of treatment. The Click‐iT Plus OPP (O‐propargyl‐puromycin) Alexa Fluor 488 Protein Synthesis Assay Kit (C10456, ThermoFisher Scientific) was used to determine nascent protein synthesis in each group of embryos. Embryos not stained by anti‐HA antibody were designated as *Znhit3^−/−^* and others were used as controls. Nuclei were labeled with DAPI. All the experiments were repeated at least three times and representative results from one replicate were presented.

### Analysis of Proteins—Quantification of Fluorescence Intensity

For all fluorescent staining experiments, the fluorescence intensity in each egg/embryo was quantified by ImageJ version 1.53k^[^ ^51^ ^]^ and then used for plotting in R.

### mRNA In Vitro Transcription and Microinjection

The In‐Fusion cloning method was used to clone mouse *Znhit3* cDNA into pCDNA3.1+ plasmid with EGFP sequence fused at its C terminus. The pCDNA3.1+ plasmid with only EGFP was used as control. These plasmids were then used to prepare corresponding cRNAs for microinjection into mouse late zygotes as previously described.^[^ ^8^, ^16^ ^]^ Approximately 1.0 pL of cRNA solution was injected into each zygote. A MATLAB script was used for calculation of embryo size after cRNA injection. The projected EGFP immunofluorescent (IF) Z‐stack images were used to determine the size of each embryo. The zona pellucida area was excluded in calculation of embryo size.

### Statistical Analysis

All box plots include the median (horizontal line) and data between the 25th and 75th percentile and each dot reflects one value detected. The black or white diamond within each box shows average within each group. When gene counts from RNA‐seq results in this study were used for plots, they were first normalized by ERCC spike‐in before plotting. The two‐tailed Student's t‐test was used to calculate R values from data of the box plots and bar plots, as well as χ2 test in Figure 7G: N.S. not significant, * P < 0.05, ** P < 0.01, *** P < 0.001, **** P < 0.0001.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

G.Y. and Q.X. contributed equally to this work. G.Y., Q.X. and J.D. conceived the project. G.Y., Q.X. and J.D. designed the experiments. G.Y. and Q.X. performed the experiments. G.Y. analyzed results and wrote the manuscript with input from X.Q. J.D. revised the manuscript. All authors discussed and approved the manuscript.

## Supporting information

Supporting Information

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

Supplemental Table 4

Supplemental Table 5

Supporting Information

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: ZNHIT3 Regulates Translation to Ensure Cell Lineage Differentiation in Mouse Preimplantation Development
**Source:** Adv Sci (Weinh). 2025 Apr 3;12(21):2413599. doi: 10.1002/advs.202413599
**Supplement:** Supplementary file 1 — Supporting Information

**Supporting Information**

**ZNHIT3 REGULATES TRANSLATION TO ENSURE CELL LINEAGE DIFFERENTIATION IN MOUSE PREIMPLANTATION DEVELOPMENT**

Guanghui Yang^1,2^, Qiliang Xin^2*^ and Jurrien Dean^*^

Laboratory of Cellular and Developmental Biology, NIDDK

^2^These authors contributed equally to this work

**This PDF file includes:**

Figures S1 to S7.

**Other Supplemental Materials for this manuscript include the following:**

Tables S1 to S5; Data S1

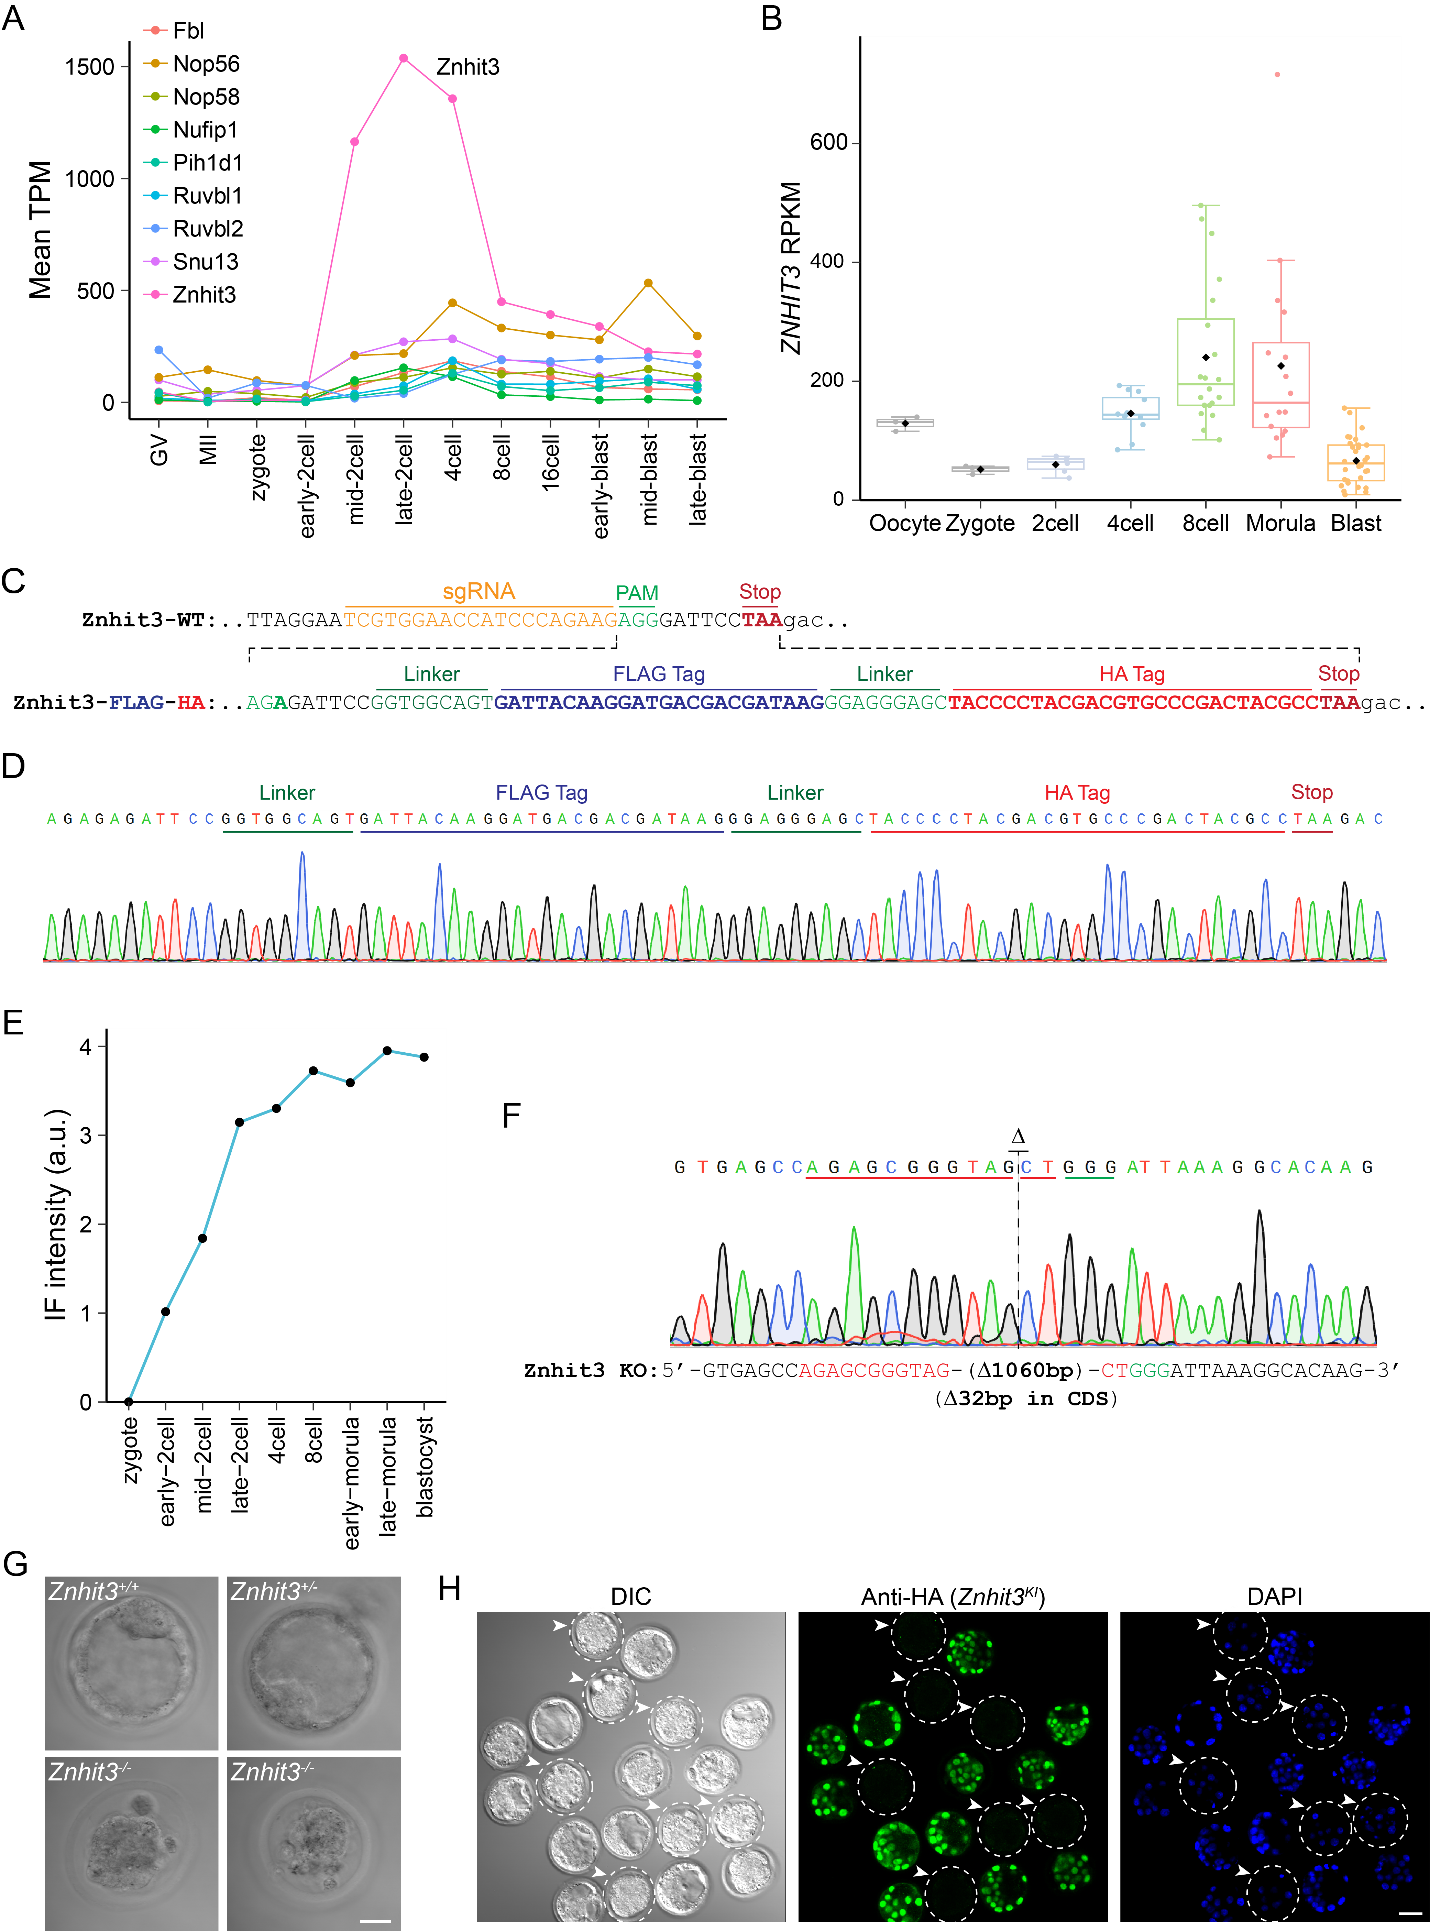

**Figure S1.** Design and confirmation of the *Znhit3* gene-edited mouse lines. A) Published scRNA-seq results of mouse pre-implantation embryos were used to calculate the average abundance of each mRNA in single embryonic cells at different developmental stages.^[16]^ B) Abundance of *ZNHIT3* mRNA from published scRNA-seq results using human pre-implantation embryos.^[18]^ Note the *ZNHIT3* mRNA level greatly increased at the 8-cell stage at which time the human zygotic genome begins to activate. C) Design of the *Znhit3^KI^* mouse line with FLAG and HA tags fused to C-terminus of the protein. D) DNA sequencing at the *Znhit3^KI^* locus of the knock-in mouse line confirmed the tag insertions. E) Quantification of total amount of ZNHIT3 protein levels in each embryo during preimplantation development as determined by anti-HA immunofluorescence in Figure 1D. F) Genomic sequences at the *Znhit3* locus in the *Znhit3^KO^* mouse line with a deletion of 1060 bp (32 bp in the protein coding sequence). G) Representative images of *in vivo* recovered embryos after intercross of *Znhit3^+/-^* mice at E4.0. Scale bar, 20 μm. H) Representative images of *in vivo* recovered embryos after intercross of *Znhit3^KI/-^* mice at E3.5. Control embryos have progressed to the blastocyst stage while *Znhit3^-/-^* embryos (arrowheads, dashed circles) are still morulae with fewer than 32 blastomeres. Scale bar, 40 μm.

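*Znhit3* (ENSMUSG00000020526) lies on chromosome 11 of GRCm38 from 84910950 to 84916366, on the minus strand, and is annotated with 5 transcripts. The transcript Znhit3-201 is 998 nt long and has 5 exons. Exon 1 spans 84916256 to 84916366 (111 bp, of which 86 are coding), exon 2 spans 84916099 to 84916130, exon 3 spans 84914211 to 84914285 (75 bp), exon 4 spans 84913222 to 84913302 (81 bp) and exon 5 spans 84910950 to 84911648 (699 bp, of which 179 are coding, followed by the 3' UTR). Exon 2 is 32 bp long and is coding throughout, with the sequence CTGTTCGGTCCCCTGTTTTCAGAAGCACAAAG. It is the only exon of this transcript with 32 coding bases, the length the paper gives for the coding part of its deletion.
The guide used for the knock-in, TCGTGGAACCATCCCAGAAG, matches 84911479 to 84911498 in exon 5, where all 20 bases are coding, on the strand of the transcript and next to the PAM AGG. The reverse primer for the wild-type allele, AAGAAAGCAGCTGACTTGCTTTGG, matches 84915935 to 84915958, in the intron after exon 2, which another annotated transcript retains. The guides used for the knockout, AGAGCGGGTAGTGGGTTCGG and TGCCTTAGTTTCCTAATGCT, match none of the 5 annotated *Znhit3* transcripts, and transcripts of other genes were not searched. The genome sequence around exon 2 was not analysed here, so the ends of the deletion are not placed. The counts of single embryos are per gene and do not separate exon 2 from the other exons, and the samples' genotypes are not known.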

**
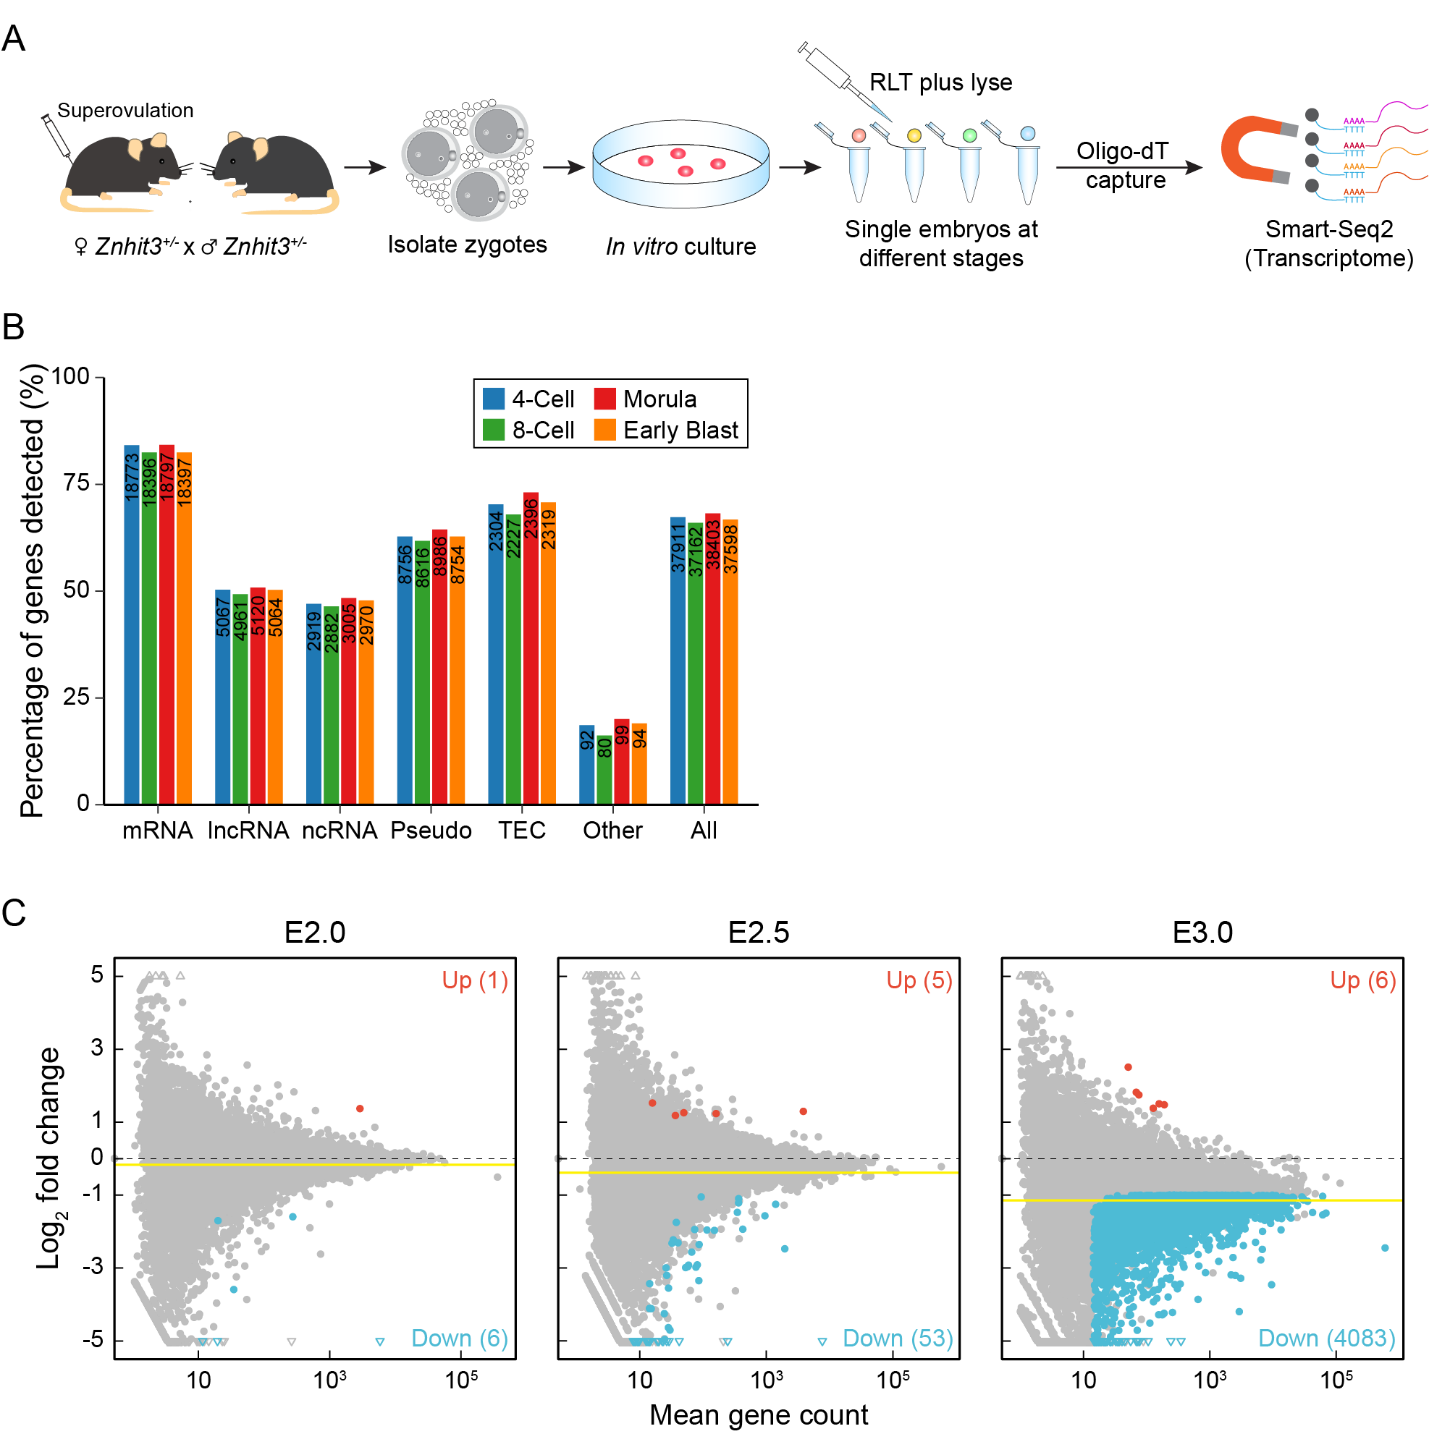
Figure S2.** Design and analysis of seRNA-seq. A) Scheme of single-embryo (se) RNA-seq. *Znhit3^+/-^* female mice were hormonally stimulated and mated with *Znhit3^+/-^* males. Zygotes were collected and cultured *in vitro* until the desired stage of development. Oligo-dT magnetic beads were used to capture RNA in the single embryo lysis and processed following the Smart-Seq2 protocol to obtain transcriptome profiles of single embryos. B) Biotypes of RNAs detected by seRNA-seq. Protein, mRNA; lncRNA, long non-coding RNA; ncRNA, non-coding RNA; Pseudo, pseudogene RNA; TEC, to be experimentally confirmed. C) MA plots document differentially expressed genes between *Znhit3^-/-^* and control embryos. Genes with significantly increased and decreased transcripts are shown as red and blue dots, respectively. The total number of differentially expressed genes is labelled in each plot. The yellow lines indicate the average values of log_2_ fold changes which show global down regulation of genes in *Znhit3^-/-^* embryos.

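All biotypes of this panel were detected at each stage. At the 4-cell stage 5210 of 9911 lncRNA genes, 2982 of 6115 other non-coding RNA genes, 8562 of 13519 pseudogenes and 2311 of 3214 TEC genes had at least 1 count in at least 1 of 29 embryos. At the 8-cell stage the numbers were 4997 lncRNA genes, 2914 non-coding RNA genes, 8177 pseudogenes and 2199 TEC genes (22 embryos). At the morula stage they were 5029, 2940, 8409 and 2333 in the same order (22 embryos), and at the early blastocyst stage 5131, 3031, 8371 and 2336 (21 embryos). Together with the protein-coding genes, 38329, 37051, 37747 and 37824 of the 55487 genes of the matrix were detected at the 4 stages in order. Among the small non-coding RNAs, 651, 644, 635 and 651 of 1507 annotated snoRNA genes had a count, the class that guides modification of rRNA. A stage with more embryos has more chances to detect a gene, the numbers of embryos differ, and reads of a pseudogene or of a snoRNA can come from its parent or host gene, which the counting could not tell apart.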

**
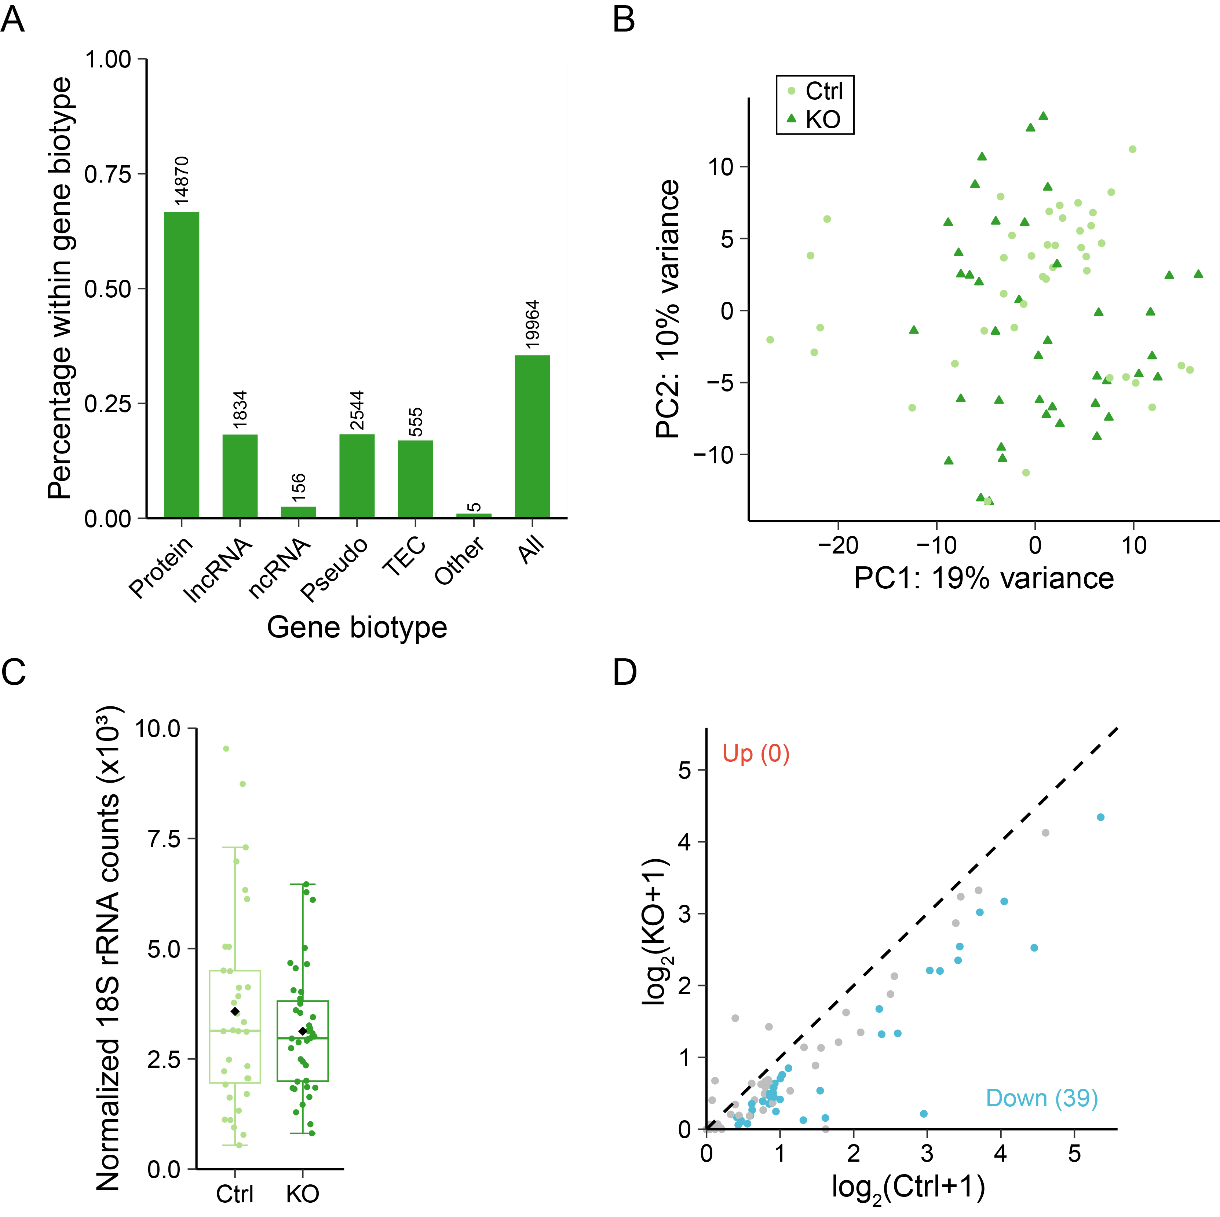
**

**Figure S3.** Blastomeres in *Znhit3^-/-^* 8-cell embryos have abnormalities related to protein translation. A) Biotypes of RNAs detected by single-cell (sc) RNA-seq. Protein, mRNA; lncRNA, long non-coding RNA; ncRNA, non-coding RNA; Pseudo, pseudogene RNA; TEC, to be experimentally confirmed. B) Principal component analysis (PCA) plot of scRNA-seq results in *Znhit3^-/-^* or control blastomeres from 8-cell embryos. At this developmental stage, the *Znhit3^-/-^* blastomeres are not distinguishable from controls. C) Abundance of 18S rRNA in blastomeres from *Znhit3^-/-^* and control embryos at 8-cell stage. D). Scatter plot showing abundance of box C/D snoRNAs in blastomeres from *Znhit3^-/-^* and control embryos at 8-cell stage. The box C/D snoRNAs that are significantly down regulated in the *Znhit3^-/-^* samples were labeled in blue with their total number specified. No box C/D snoRNAs were significantly up regulated in the *Znhit3^-/-^* samples.

**
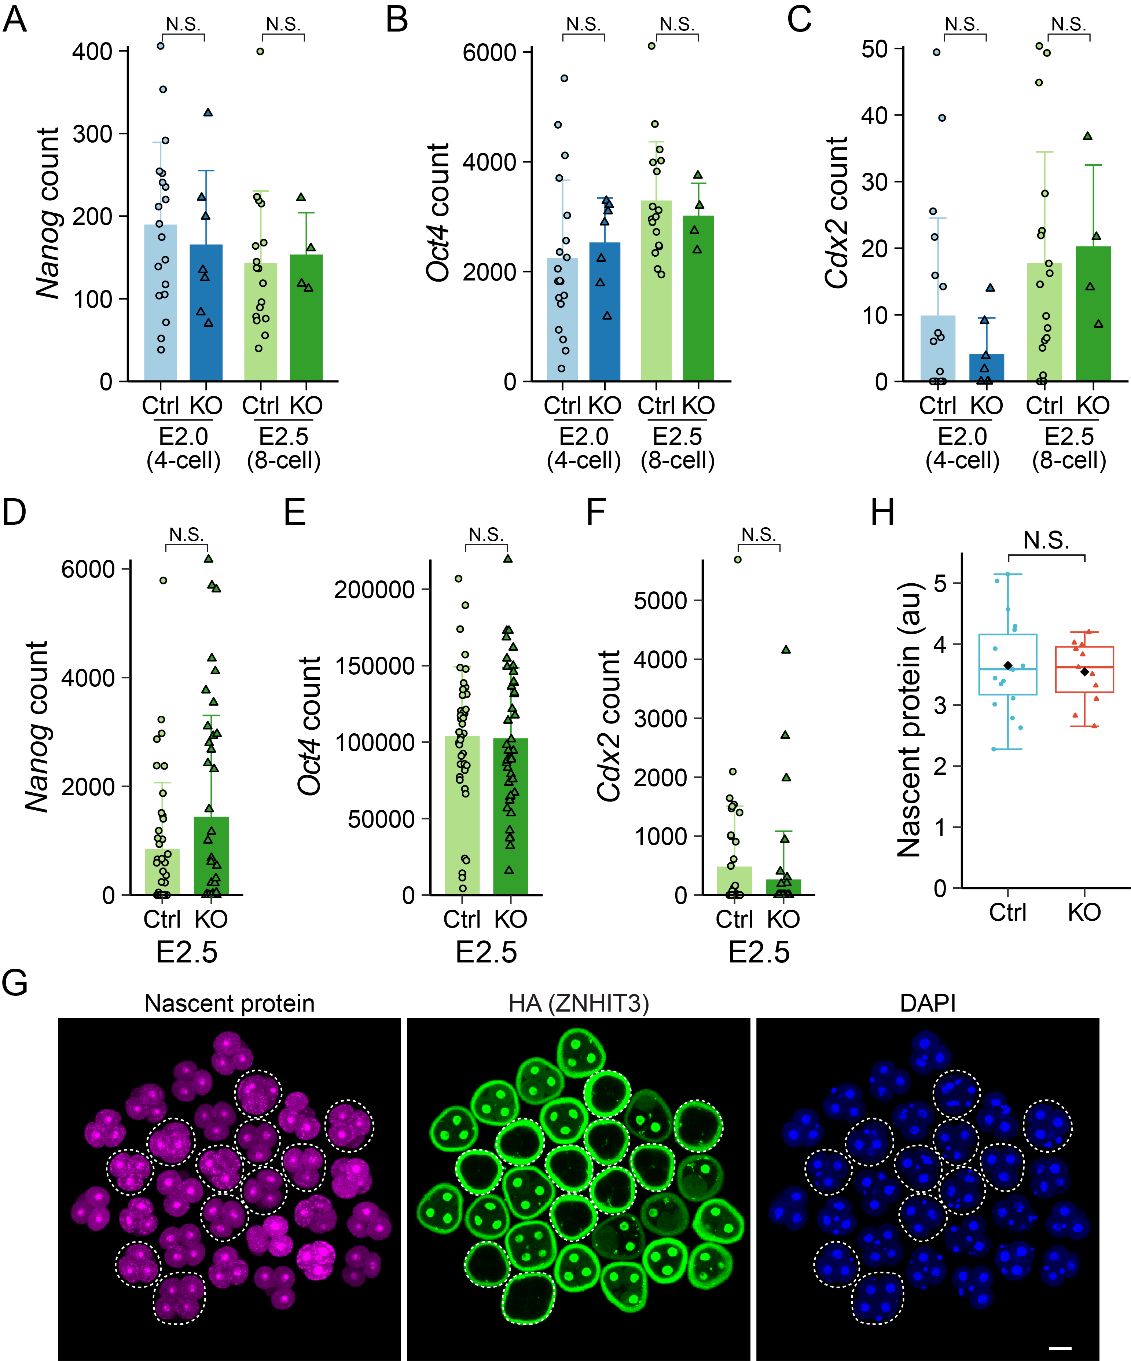
**

**Figure S4.** Expression of transcription factors controlling the first cell fate commitment in mouse morulae. A,B) Expression levels of *Nanog*, *Oct4*, two pluripotent genes that promote the inner cell mass lineage during the first cell differentiation in mouse morula embryos, in *Znhit3^-/-^* (KO) and control (Ctrl) embryos at 4- and 8-cell stages as determined in seRNA-seq. ERCC spike-ins are used to normalize the read counts. C) Same as A,B but for expression of *Cdx2*, a marker gene of trophoblast lineage during the first cell fate commitment. D-F) Expression levels of *Nanog*, *Oct4* and *Cdx2* genes in 8-cell blastomeres as determined by scRNA-seq. G) Images of nascent proteins in *Znhit3^-/-^* (dashed circles) and control (Ctrl) embryos at 4-cell stage. The fluorescent signals are quantified in H and no significant differences are observed between *Znhit3^-/-^* and control embryos. Scale bar, 40 μm.

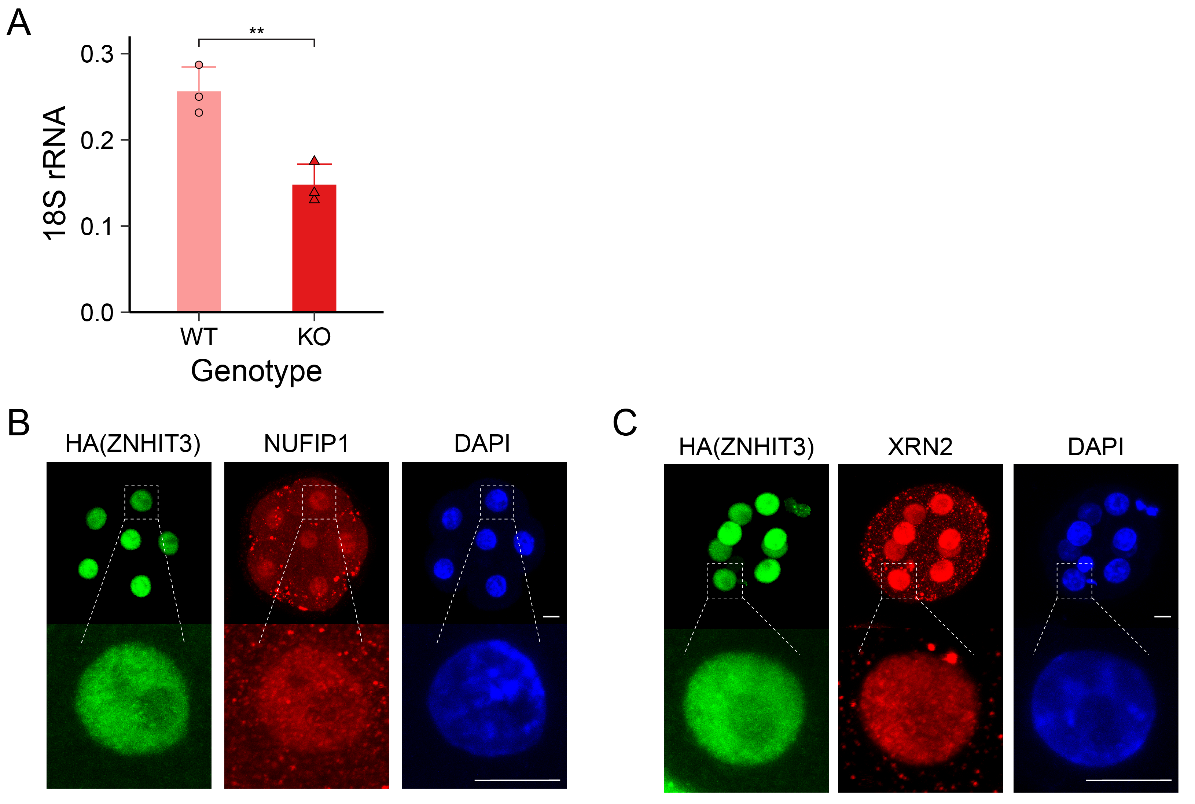

**Figure S5.** *Znhit3* ablation leads to reduction of 18S ribosomal RNA and ZNHIT3 has similar cellular localization with NUFIP1 and XRN2. A) qRT-PCR examination of 18S rRNA level in control and *Znhit3^-/-^* morulae. ERCC is supplied to extracted RNA from embryos and used as external control. Note qRT-PCR results correlate well with that from single embryo RNA-seq. B,C) Immunofluorescence showing cellular localization of ZNHIT3, NUFIP1 and XRN2. *Znhit3^KI/-^* female mice were used to collect embryos after intercrossing. ZNHIT3 has similar cellular localization with NUFIP1, another key component of box C/D snoRNP complex and XRN2, a RNase that is responsible for mRNA splicing. These results corelates well with the IP/MS experiment (Table S3) indicating ZNHIT3 is another component of box C/D snoRNP complex and may recruit pre-mRNA splicing complex.

**
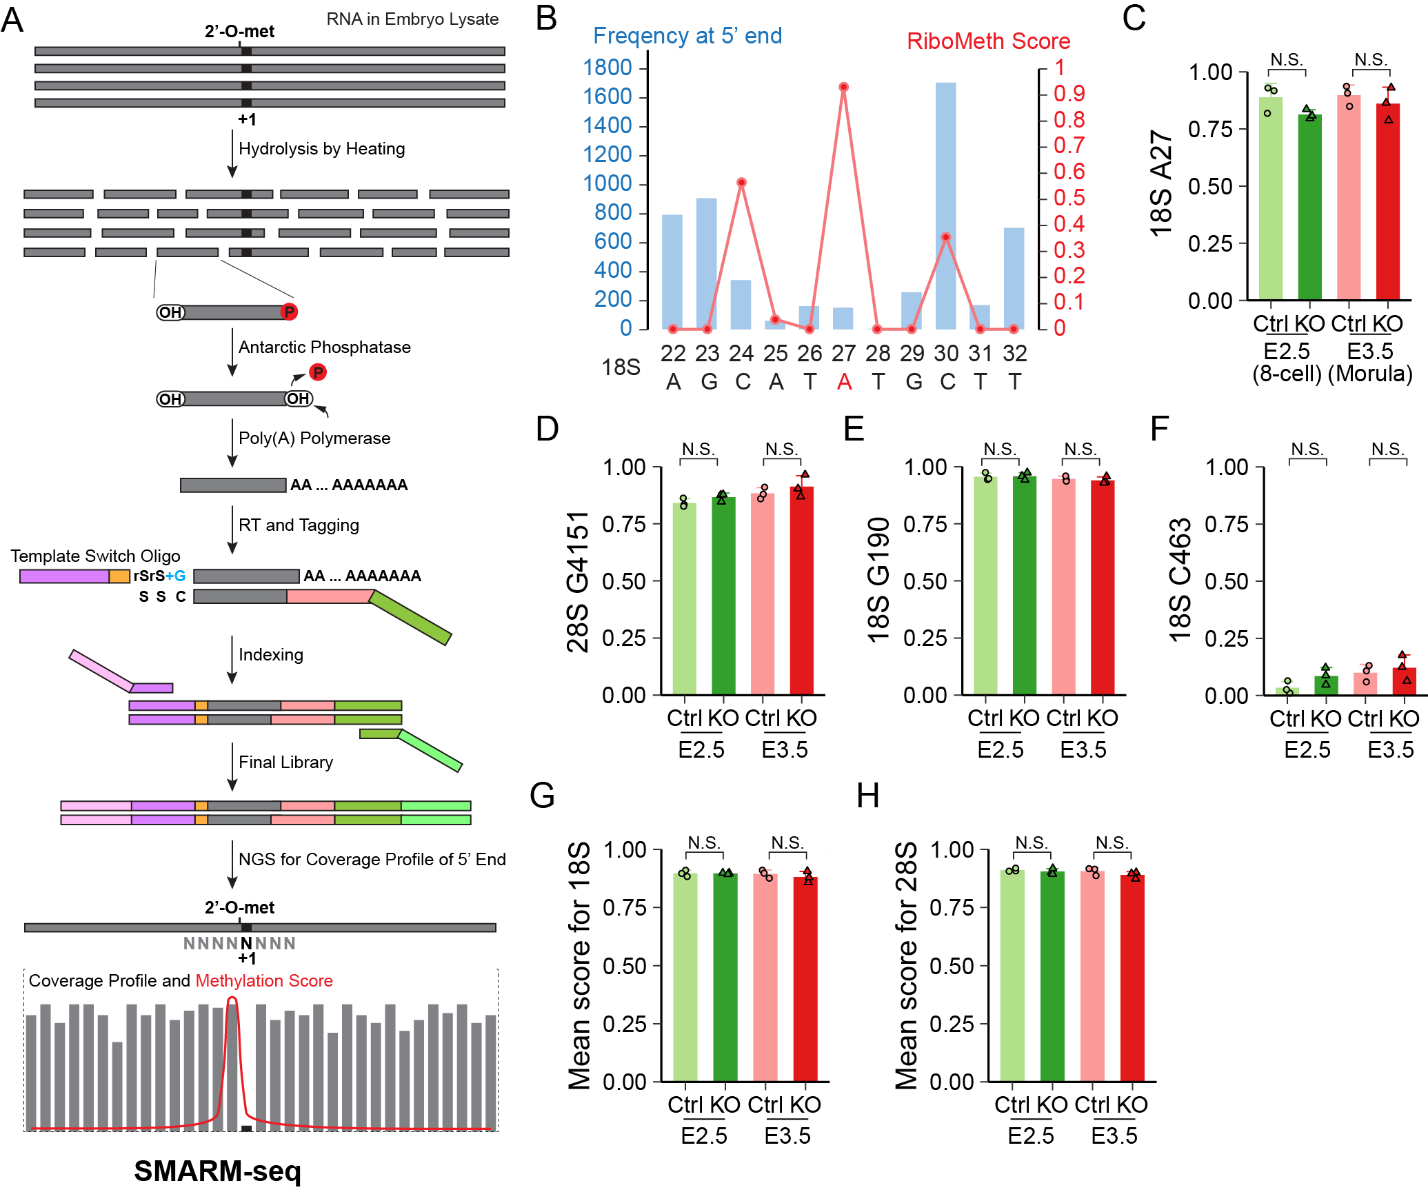
Figure S6.** *Znhit3* ablation leads to marginally reduced 2’-O-methylation of ribosomal RNA. A) Scheme of the SMARM-seq method that is applied to detect 2’-O-methylation using tens of embryos. B) Frequencies (left) of several 18S bases at the 5’ end of SMARM-seq reads. The corresponding RiboMeth score for each position is also shown on the right. One base (position) with RiboMeth Score > 0.8 is considered 2’-O-methylated (*e.g.*, base ‘A’ at position 27 in this panel). C) RiboMeth score of 18S rRNA A27 base in *Znhit3^-/-^* or control embryos with *Znhit3^FLAG-HA^* allele at the indicated developmental stages. D-F) Same as in C, but for 3 other positions, 28S G4151, 18S G190 and 18S C463. Surprisingly, 2’-O-methylation of 18S C463 was reported to be conserved among many species but is hardly detected by SMARM-seq. G,H) Mean scores of 2’-O-methylation for all bases of 18S and 28S rRNA as detected by SMARM-seq in mouse embryos at different developmental stages. There are no significant differences between *Znhit3^-/-^* and control samples.

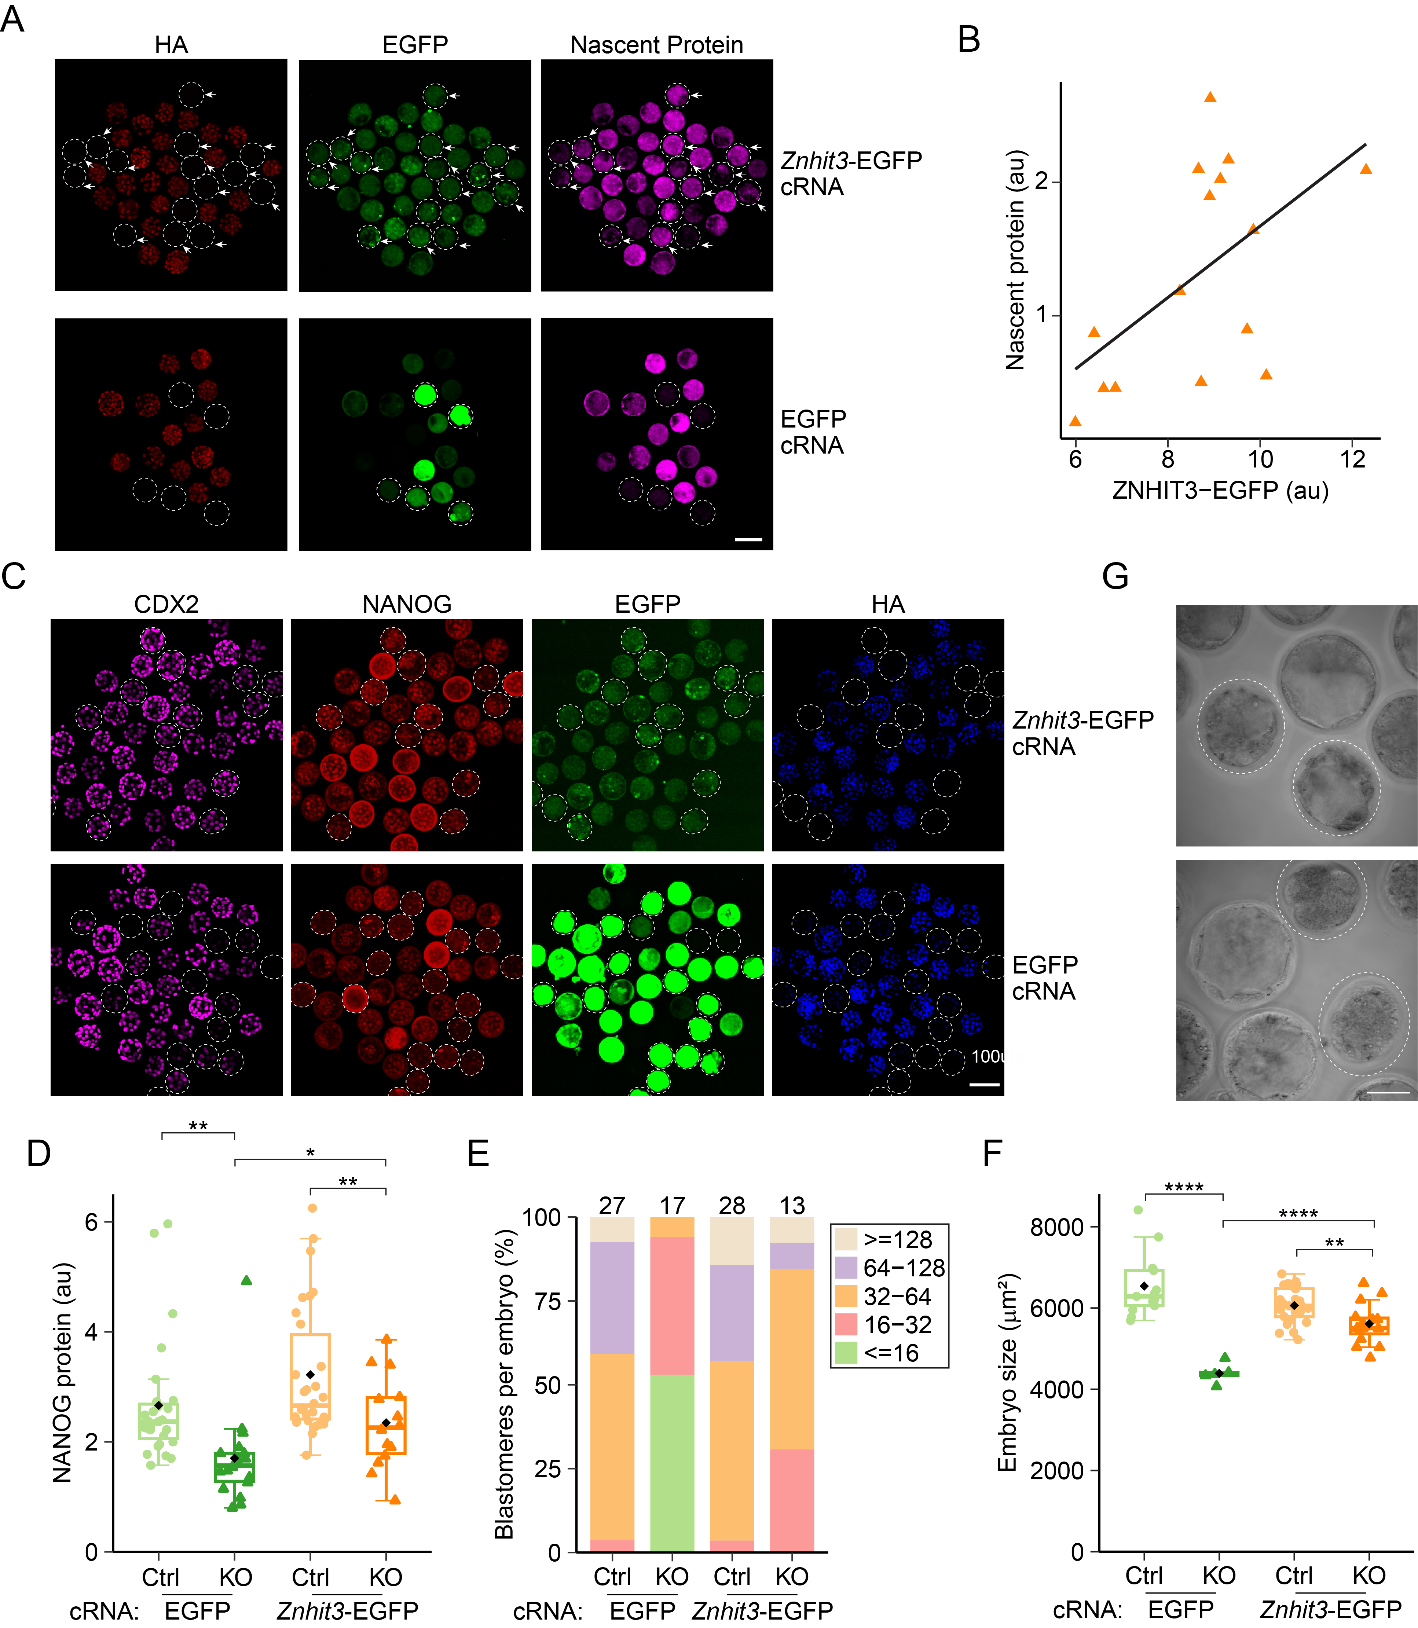

**Figure S7.** *Znhit3* cRNA rescues defects in *Znhit3^-/-^* embryos. A) Images of nascent proteins in *Znhit3^-/-^* and control embryos at E4.5 after zygotic injection of EGFP or *Znhit3*-EGFP cRNA. Scale bar, 100 μm. B) Relationship between expression of *Znhit3*-EGFP cRNA and nascent protein levels in *Znhit3^-/-^* embryos. Note higher expression of *Znhit3* cRNA leads to better recovery of protein synthesis in the embryos. C) Images of CDX2, NANOG proteins in *Znhit3^-/-^* and control embryos at E4.5 after zygotic injection of EGFP or *Znhit3*-EGFP cRNA. CDX2 protein levels are quantified in Figure 7F and NANOG protein levels are quantified in D. E) Number of blastomeres in *Znhit3^-/-^* and control embryos at E4.5 after zygotic injection of EGFP or *Znhit3*-EGFP cRNA. F) Size of *Znhit3^-/-^* and control embryos at E4.5 after zygotic injection of EGFP or *Znhit3*-EGFP cRNA. Embryo size reflects the area taken after vertical projection of all blastomeres within one embryo without counting the zona pellucida region. G) Enlarged DIC images in Figure 7E. Scale bar, 100 μm.

**Tables S1 to S5 are included as separate Excel (.xlsx) files.**

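Between the 4-cell and 8-cell stages, of 14134 genes tested in 22 8-cell and 29 4-cell embryos, 319 were higher and 585 were lower at the 8-cell stage at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Among called genes with a mean of at least 50 CPM at the stage of the higher level and a count in every embryo of it, *Hk2*, which phosphorylates glucose in the first step of glycolysis, had the largest rise, from 16.2 ± 18.1 CPM (SD, n = 29) to 64.9 ± 53.6 CPM (SD, n = 22), a log2 fold change of 2.01 (standard error 0.43, adjusted p = 0.0028). *Fgf4*, a growth factor of the pluripotent lineage, had the largest fall among these genes, from 88.1 ± 77.3 CPM to 25.1 ± 15.4 CPM, a log2 fold change of -1.81 (standard error 0.30, adjusted p = 0.00014).
The other 9 of the 10 largest rises had log2 fold changes between 0.81 and 1.32. They were *Gsto1*, a glutathione transferase, *Slc25a4*, the carrier of ADP and ATP across the inner mitochondrial membrane, *Tbl1xr1*, a subunit of a nuclear corepressor complex (1.20 (standard error 0.19, adjusted p = 9.43e-05)), *Mpdu1*, *Lasp1*, *Vnn1*, *Hsf2*, *Snx18* and *Sord*, the sorbitol dehydrogenase. The other 9 of the 10 largest falls lay between -1.02 and -1.56. They were *Dst*, a linker of the cytoskeleton, *Tdpoz8*, the zinc finger gene *Zfp7* (-1.43 (standard error 0.18, adjusted p = 8.96e-07)), *Slc35e3*, *Ddit4l*, *Zfp296*, *Tbcc*, *Fbxo34* and *Mdm2*, the ubiquitin ligase that restrains p53. *Tdpoz8* belongs to a family of near-identical copies between which reads could be split. Under ERCC scaling 6 of the 10 rises and 8 of the 10 falls were called, and 2 rises and 7 falls were without the embryos of outlying ERCC share.
Of 45 translation initiation and elongation factors, 8 rose (9 when adjusted over the list alone), among them *Eif5a* (0.44 (standard error 0.08, adjusted p = 0.000499)) and *Eif4a2* (0.50). Of 51 genes of RNA polymerase I and rRNA processing, 5 fell (8 adjusted over the list alone), among them the rRNA methyltransferase gene *Dimt1* (-0.53) and *Nol11* (-0.39), whereas under ERCC scaling the median of this list turned from -0.10 to 0.020. Of 17 p53 targets and apoptosis genes, 4 fell (6 adjusted over the list alone), including *Cdkn1a*, an inhibitor of the cell cycle (-0.80), and *Trp53inp1* (-0.96), and *Perp* rose (1.25; 1 adjusted over the list alone). Of 22 genes of pluripotency and the inner cell mass, 4 fell and 1 rose, the same numbers when adjusted over the list alone; *Klf17* (-0.82) and *Nr5a2* (-0.69) were among those that fell, and *Pou5f1*, which encodes OCT4, rose (0.62 (standard error 0.18, adjusted p = 0.0296)). *Nanog* did not pass the test (-0.36, adjusted p = 0.388). Of 15 genes expressed transiently at the 2-cell stage, 4 fell (10 adjusted over the list alone), among them *Arg2* (-1.51) and *B020004J07Rik* (-2.18), and of 33 oocyte and maternal genes 2 fell (5 adjusted over the list alone), *Obox1* (-1.48) and *Nlrp5* (-0.79). Of 17 genes of the Hippo pathway, which relays cell contact and polarity, *Amot* (1.09), *Vgll4* (0.71) and *Wwtr1* (0.67) rose (3 higher and 1 lower adjusted over the list alone). Of 10 genes of the primitive endoderm, *Dab2* rose (1.74 (standard error 0.32, adjusted p = 0.000507), with 1 higher and 1 lower adjusted over the list alone). Under ERCC scaling 2 translation factors and 1 primitive endoderm gene were called higher, and 1 p53 target and 1 pluripotency gene lower. No gene of the lists for RNA polymerase I, the 2-cell stage, the oocyte or the Hippo pathway was called there. Without the embryos of outlying ERCC share 1 translation factor, 1 primitive endoderm gene and 1 pluripotency gene were still called.
None of 15 trophectoderm genes passed the edgeR test (0 adjusted over the list alone; 3 higher and 1 lower at an unadjusted p under 0.05; 0 called by DESeq2 and 3 higher by a Wilcoxon test). *Cdx2*, the transcription factor of the trophectoderm, had a log2 fold change of 1.35 (standard error 0.64, adjusted p = 0.214). The counts of genes over all tested moved to 198 higher and 377 lower without the 3 embryos of outlying ERCC share at these stages, to 415 and 978 with DESeq2 and to 576 and 607 with all 4 stages in 1 fit. With the Wilcoxon test they were 852 and 617, so that more genes were higher than lower. ERCC scaling left 83 genes higher and 53 lower (30 and 42 without the embryos of outlying ERCC share), and moved the median log2 fold change of all genes from -0.019 to 0.095. With camera, a test of a list against the other genes, the adjusted p was 0.000115 for ribosomal proteins, 0.00677 for RNA polymerase I and rRNA processing, 0.000848 for translation factors, 0.00317 for oocyte and maternal genes, 0.0416 for 2-cell stage genes, 0.000848 for oxidative phosphorylation and 0.0107 for p53 targets with a preset correlation of 0.01; with an estimated correlation these adjusted p were 0.653, 0.473, 0.355, 0.359, 0.55, 0.538 and 0.359.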

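Between the 8-cell and morula stages, of 17 genes of the trophectoderm, the outer lineage that forms the placenta, tested in 22 morulae and 22 8-cell embryos, 12 rose and 2 fell, the same numbers when adjusted over the list alone, and 16 were called higher under ERCC scaling. *Cdx2* rose from 4.27 ± 3.88 CPM (SD, n = 22) to 119 ± 80.8 CPM (SD, n = 22), a log2 fold change of 4.81 (standard error 0.45, adjusted p = 1.62e-12) from edgeR's quasi-likelihood test. *Krt18*, a keratin of the outer epithelium, rose by 4.34 and the transcription factor gene *Gata3* by 3.66. Of 22 oocyte and maternal genes, 18 fell and 3 rose, the same numbers when adjusted over the list alone; 9 of them fell under ERCC scaling too, where the median of the list was -0.61. With camera the adjusted p was 0.00139 for the trophectoderm and 2.18e-06 for oocyte and maternal genes at a preset correlation, and 0.359 and 0.0513 with an estimated correlation. *Omt2b* fell from 33.4 ± 12.7 CPM to 1.59 ± 1.00 CPM (-4.37 (standard error 0.28, adjusted p = 3.76e-17)), and *Oosp1* (-4.71), *Nlrp14* (-3.50) and *Btg4*, which directs the decay of maternal mRNA (-3.44), fell as well. *Omt2b* and its neighbour *Omt2a* are near-identical, and their reads could be split between them.
Of 14351 genes tested, 4124 were higher and 3838 lower in morulae. By the rule for the genes named, the largest rise was that of *Akr1b8*, an aldo-keto reductase, at 6.53 (standard error 0.56, adjusted p = 1.99e-13). It was followed by *Ptges*, a prostaglandin E synthase (6.19), *Pgap1*, an enzyme that remodels GPI anchors (5.58), *Lrp2*, the endocytic receptor megalin (5.40), the epithelial transcription factor gene *Elf3* (5.33), the fatty acid binding protein gene *Fabp3* (5.26), *Gss*, a glutathione synthetase (5.19), *Ass1*, an enzyme of arginine synthesis (4.96), *Bmyc* (4.86) and *Cdx2*. The largest fall by this rule was that of *Ppp1r16b*, a regulatory subunit of protein phosphatase 1, at -6.06 (standard error 0.38, adjusted p = 1.09e-17). It was followed by *Exoc3l2* (-4.95), *Inka1*, an inhibitor of the kinase PAK4 (-4.80), *D7Ertd443e* (-3.84), *Rpph1*, the RNA component of RNase P (-3.81), *Gata4*, a transcription factor of the primitive endoderm (-3.78), *Socs7* (-3.73), the aminopeptidase gene *Anpep* (-3.70), *Zfp644* (-3.50) and *Klf17* (-3.48). All 10 of these falls were also called under ERCC scaling.
Of 49 nuclear genes of oxidative phosphorylation 40 rose and the other 9 did not pass the test, with *Ndufa3* at 2.42 and *Ndufa6* at 1.80, both subunits of respiratory complex I. Of 16 genes of glycolysis 10 rose and 2 fell (14 and 1 under ERCC scaling); the glucose transporter gene *Slc2a1* rose by 5.33, *Gapdh* by 2.64, and *Ldhb* fell (-3.19). Of 24 genes of adhesion, polarity and tight junctions 15 rose and 2 fell (16 and 2 adjusted over the list alone), and all 24 were called higher under ERCC scaling, with the desmoglein gene *Dsg2* at 4.54 and *Epcam* at 2.62. Of 17 p53 targets and apoptosis genes 11 rose and 1 fell (16 higher under ERCC scaling), with *Ccng1* at 3.48 and *Perp* at 2.32. Of 11 primitive endoderm genes 8 rose and 1 fell (10 and 1 under ERCC scaling), with *Col4a1* at 3.03 and *Dab2* at 2.76. Of 23 genes of pluripotency and the inner cell mass 8 rose and 10 fell, against 18 and 1 under ERCC scaling. *Nanog* rose by 3.02 (standard error 0.35, adjusted p = 6.55e-10), *Tfcp2l1* by 3.51, *Sox2* by 3.21 and *Pou5f1* by 0.96. For glycolysis, p53 targets, primitive endoderm, pluripotency and oxidative phosphorylation the numbers adjusted over the list alone were the same. Of 51 genes of RNA polymerase I and rRNA processing 37 fell and 3 rose, the same numbers when adjusted over the list alone, with *Polr1e*, a subunit of RNA polymerase I, at -1.71 and *Wdr43* at -1.29; under ERCC scaling 48 of them were called higher, with a median of 1.26 that lay below the median of all genes.
ERCC scaling moved the median log2 fold change of all genes from 0.044 to 1.84 and called 12250 genes higher and 252 lower. For the other lists that camera called, the adjusted p was 3.91e-07 for RNA polymerase I and rRNA processing, 1.11e-08 for oxidative phosphorylation, 0.00196 for adhesion, 0.00399 for p53 targets and 0.039 for glycolysis at a preset correlation, and 0.336, 0.336, 0.336, 0.359 and 0.359 with an estimated correlation.

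**Figure D1:**
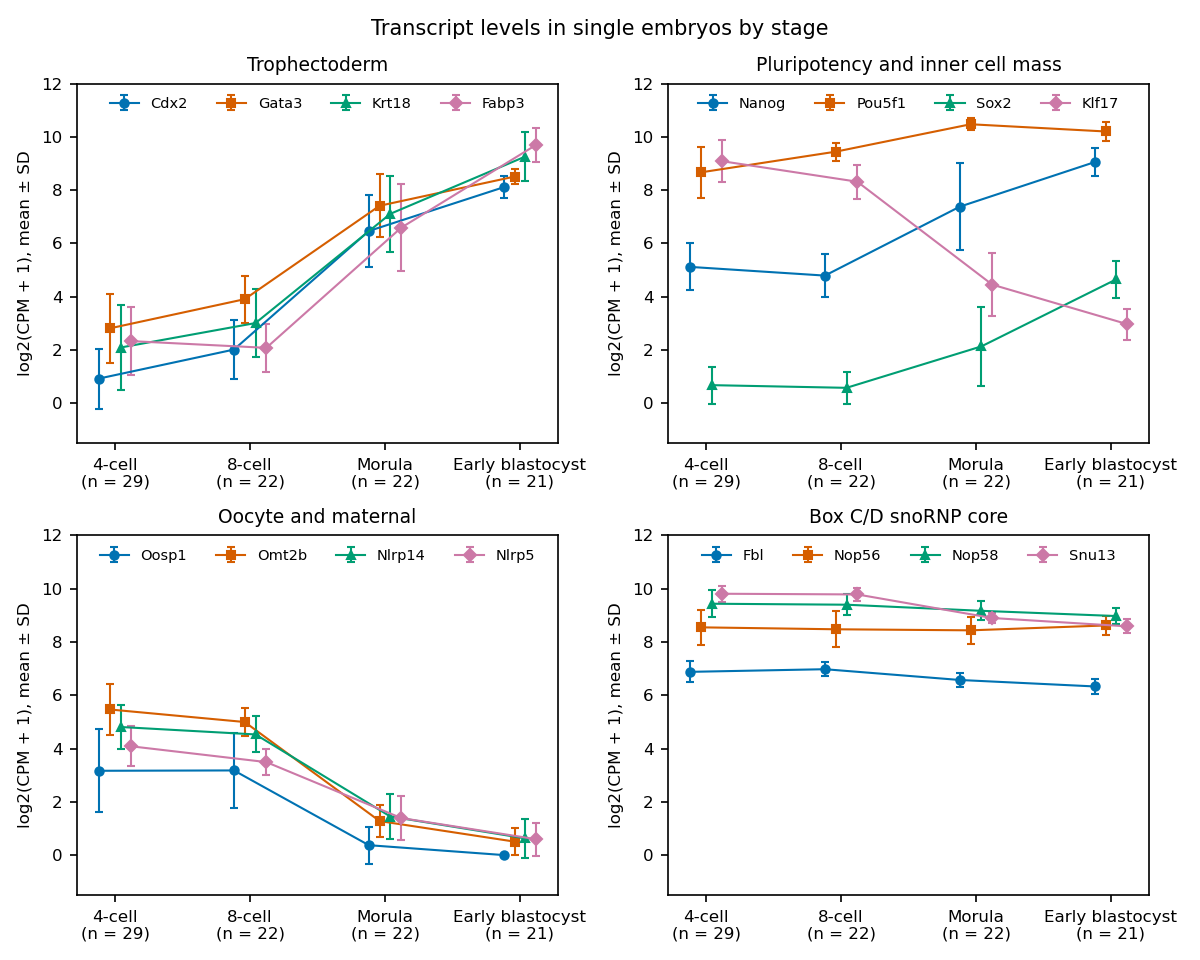
Mean and SD of log2(CPM + 1) by stage for 4 genes each of the trophectoderm (*Cdx2*, *Gata3*, *Krt18*, *Fabp3*), pluripotency and the inner cell mass (*Nanog*, *Pou5f1*, *Sox2*, *Klf17*), the oocyte (*Oosp1*, *Omt2b*, *Nlrp14*, *Nlrp5*) and the box C/D snoRNP core (*Fbl*, *Nop56*, *Nop58*, *Snu13*), over 29 4-cell embryos, 22 8-cell embryos, 22 morulae and 21 early blastocysts. The trophectoderm genes shown lie higher and the oocyte genes *Oosp1*, *Omt2b* and *Nlrp14* lower in morulae than in 8-cell embryos under TMM and under ERCC scaling, while the falls of *Fbl*, *Nop58* and *Snu13* turn to rises under ERCC scaling.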

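From morula to early blastocyst, of 19 trophectoderm genes tested in 21 early blastocysts and 22 morulae, 12 rose and 3 fell (13 and 3 adjusted over the list alone). Under ERCC scaling all 19 were called higher, and 16 were once the embryos of outlying ERCC share were left out. *Cdx2* rose from 123 ± 82.9 CPM (SD, n = 22) to 276 ± 69.3 CPM (SD, n = 21), a log2 fold change of 1.17 (standard error 0.26, adjusted p = 0.000519) from edgeR's quasi-likelihood test, and *Gata2* and *Tfap2a*, transcription factors of this lineage, rose by 2.99 and 2.94. *Nanog* rose by 1.08 (adjusted p = 0.00571) and *Sox2* by 2.07, both markers of the inner cell mass. All 11 tested genes of the 2-cell stage fell, also when adjusted over the list alone, with *Tdpoz4* at -3.73 and *Tcstv3* at -3.21, members of families of near-identical copies. Under ERCC scaling, however, 4 of the 11 were called higher and 1 lower, whereas 3 were called lower once the embryos of outlying ERCC share were left out. With camera the adjusted p was 0.000495 for the trophectoderm and 4.25e-05 for 2-cell stage genes at a preset correlation, and 0.359 and 0.359 with an estimated correlation.
Of 14995 genes tested, 2531 were higher and 2791 lower in early blastocysts. The largest rise by the rule for the genes named was that of *Spp1*, the secreted protein osteopontin, from 4.18 ± 4.99 CPM to 129 ± 153 CPM (4.94 (standard error 0.61, adjusted p = 6.02e-08)). It was followed by the galectin gene *Lgals1* (4.61), *Dppa1* (4.52), the peptide transporter gene *Slc15a2* (4.50), *BC053393* (3.88), the tetraspanin gene *Tspan8* (3.37), *Upp1*, a uridine phosphorylase (3.04), *Id2*, an inhibitor of basic helix-loop-helix transcription factors (2.95), the glutathione transferase gene *Gsta4* (2.93) and the glutaredoxin gene *Glrx* (2.70). The 10 largest falls by this rule lay between -2.12 and -2.70. They were *Epm2a*, a glycogen phosphatase, *Hk1*, a hexokinase (-2.69 (standard error 0.34, adjusted p = 9.3e-08)), *Tlcd4*, the transcription factor gene *Sox15* (-2.66 (standard error 0.26, adjusted p = 5.95e-10)), *Obox6*, *Trim43b*, *AF067063*, the transferrin receptor gene *Tfrc*, *Cthrc1* and *Fgfr3*, a fibroblast growth factor receptor. *Obox6*, *Trim43b* and *AF067063* have close paralogs with which they may share reads. Under ERCC scaling 9 of these falls, those other than that of *Epm2a*, took a positive sign and 5 were called higher, but all 10 were called lower once the embryos of outlying ERCC share were also left out.
Of 79 cytoplasmic ribosomal protein genes 32 fell (34 adjusted over the list alone), with *Rplp1* at -0.70 and *Rps13* at -0.62, and these genes have many processed pseudogenes that may share their reads. Under ERCC scaling all 79 were called higher, but 40 were once the embryos of outlying ERCC share were left out, where *Rplp1* was at 0.079 and *Rps13* at 0.14. Of 51 genes of RNA polymerase I and rRNA processing 31 fell and 1 rose (35 and 2 adjusted over the list alone), with *Ubtf*, which binds the rDNA promoter, at -1.11 and *Nol6* at -1.02. All 51 were called higher under ERCC scaling, but 21 were without those embryos, where *Ubtf* was at -0.30 and *Nol6* at -0.12. Of 45 translation factors 15 fell and 2 rose (16 and 2 adjusted over the list alone), with the cap-binding factor gene *Eif4e* at -0.87, while all 45 were called higher under ERCC scaling, and 30 without those embryos. Of 49 nuclear genes of oxidative phosphorylation 20 rose, also when adjusted over the list alone, with *Cox7b* at 1.14 and *Ndufa6* at 1.01. Of 25 genes of adhesion, polarity and tight junctions 12 rose and 4 fell (13 and 4 adjusted over the list alone), and all 25 were called higher under ERCC scaling, 21 without those embryos, with *Epcam* at 1.73 and *Dsg2* at 1.72. Of 14 primitive endoderm genes 6 rose and 2 fell, also when adjusted over the list alone (13 higher under ERCC scaling, 9 without those embryos), with *Sox17* at 2.50 and *Sparc* at 2.48. Of 23 genes of pluripotency and the inner cell mass 4 rose and 8 fell, also when adjusted over the list alone; *Klf17* fell (-2.15) and *Pou5f1* fell (-0.32, adjusted p = 0.00348), whereas both, and the median of the list, were above 0 under ERCC scaling. Without the embryos of outlying ERCC share 10 of the 23 were called higher and 1 lower. *Klf17* fell under that scaling as well (-1.20), *Pou5f1* did not pass the test (0.45) and the median of the list was 0.48.
ERCC scaling called 14213 genes higher and 22 lower and moved the median log2 fold change of all genes from 0.0036 to 3.94, a shift that rests on the embryos of outlying ERCC share, early blastocyst embryo 18 and morula embryo 9, since without them the median was 0.75, with 8744 genes higher and 290 lower. For the other lists that camera called, the adjusted p was 6.74e-08 for RNA polymerase I and rRNA processing, 1.09e-05 for ribosomal proteins, 0.00487 for translation factors and 0.000596 for oxidative phosphorylation at a preset correlation, and 0.336, 0.55, 0.359 and 0.474 with an estimated correlation.

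**Figure D2:**
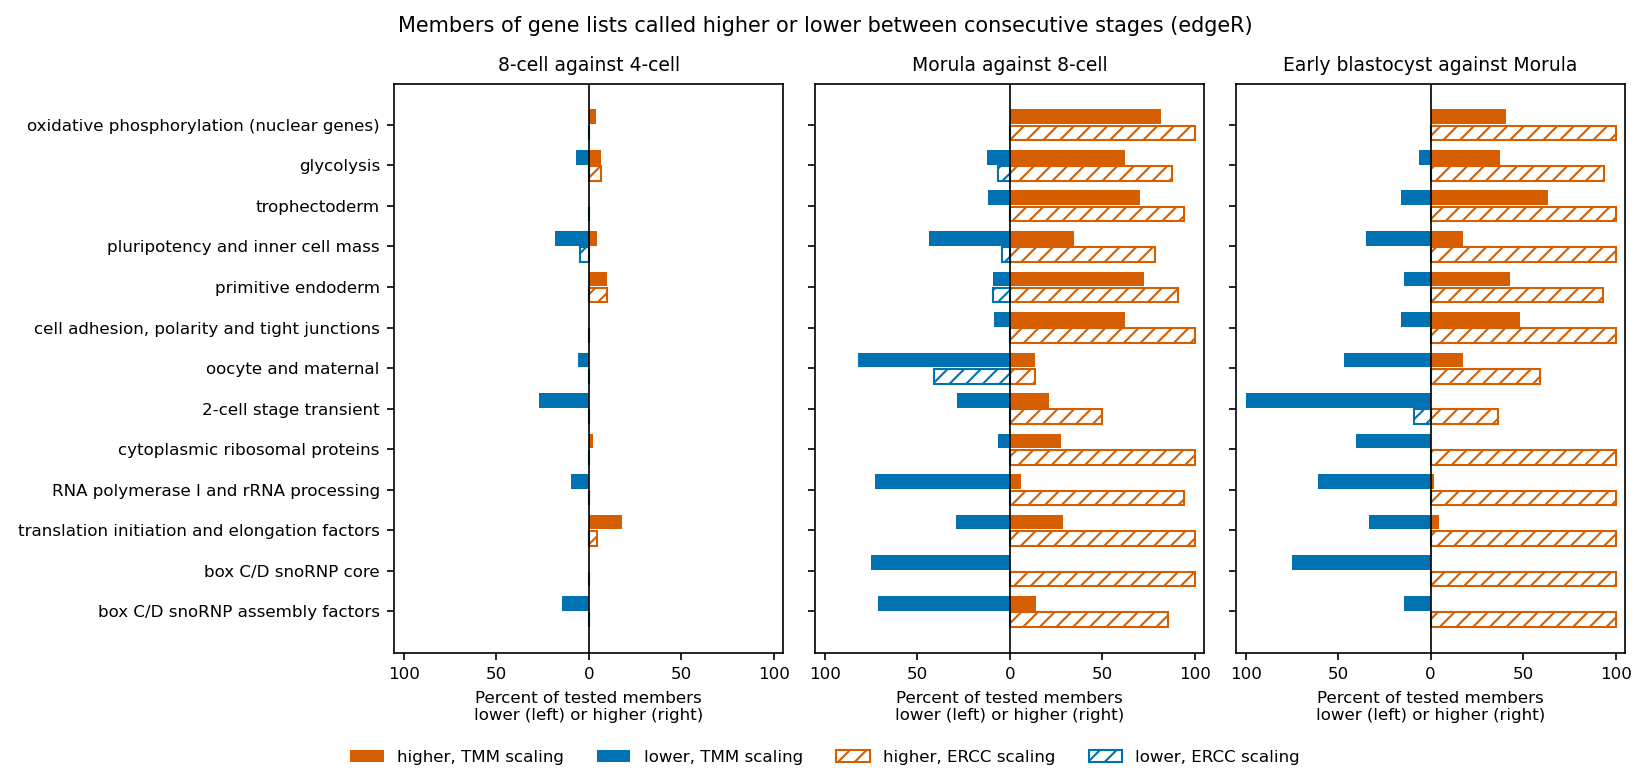
Percent of the tested members of 13 gene lists called higher (to the right) or lower (to the left) by edgeR's quasi-likelihood test in 8-cell against 4-cell, morula against 8-cell and early blastocyst against morula embryos, with TMM scaling (filled bars) and with ERCC scaling (hatched bars). With TMM scaling the trophectoderm bars of the latter comparisons lie mostly to the right and the bars for RNA polymerase I and rRNA processing mostly to the left, and the latter turn to the right with ERCC scaling over all embryos.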

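Of 11 genes of the box C/D snoRNP, the particle that methylates rRNA, 8 fell and 1 rose between the 8-cell and morula stages by edgeR's quasi-likelihood test, while 10 were called higher under ERCC scaling. Of the 4 core genes, *Snu13* fell from 906 ± 149 CPM (SD, n = 22) in 8-cell embryos to 477 ± 80.4 CPM (SD, n = 22) in morulae, a log2 fold change of -0.93 (standard error 0.08, adjusted p = 3.77e-14) from the same test. *Fbl*, the methyltransferase, fell by 0.45 (standard error 0.10, adjusted p = 0.000103) and *Nop58* by 0.27 (standard error 0.12, adjusted p = 0.0401). *Nop56* did not pass the test (-0.14, adjusted p = 0.531). All 4 were called higher under ERCC scaling, with log2 fold changes of 0.90 for *Snu13*, 1.39 for *Fbl*, 1.51 for *Nop58* and 1.60 for *Nop56*, each below the median of all genes. As a list, with camera, neither the core (adjusted p = 0.114) nor the assembly factors (adjusted p = 0.090) passed. The adjusted p was 0.359 for each with an estimated correlation.
Of the 7 assembly factors, 5 fell in morulae and 1 rose, the same numbers when adjusted over the list alone, and 6 were called higher under ERCC scaling. *Rpap3* (-1.09 (standard error 0.12, adjusted p = 5.99e-11)), *Znhit6* (-0.89), *Nufip1* (-0.67) and the AAA ATPase gene *Ruvbl1* (-0.32) were among those that fell, its partner *Ruvbl2* rose (0.30), and *Pih1d1* did not pass the test (-0.00025, adjusted p = 0.999). Of 6 genes of the box H/ACA snoRNP, which guides pseudouridylation, *Naf1* (-1.92) and *Gar1* (-0.37) fell in morulae, also when adjusted over the list alone, and 5 of 6 were called higher under ERCC scaling.
Between 4-cell and 8-cell embryos none of the 4 core genes passed the edgeR test, with *Fbl* at 0.12 (adjusted p = 0.495), *Nop56* at -0.060, *Nop58* at -0.049 and *Snu13* at -0.019, and none did at an unadjusted p under 0.05, by DESeq2 or by a Wilcoxon test. Among the assembly factors *Znhit6* fell (-0.42 (standard error 0.12, adjusted p = 0.0262); 1 adjusted over the list alone), and its log2 fold change of -0.26 under ERCC scaling did not pass the test. Between morulae and early blastocysts *Snu13* (-0.38), *Fbl* (-0.32) and *Nop58* (-0.29) fell, also when adjusted over the list alone, and *Nop56* did not pass the test (0.067, adjusted p = 0.75), while all 4 were called higher under ERCC scaling. Without the embryos of outlying ERCC share 2 of them were, *Nop56* (0.86) and *Nop58* (0.49), and *Fbl* (0.40) and *Snu13* (0.34) did not pass the test. Of the assembly factors *Rpap3* fell (-0.41; 1 adjusted over the list alone), and all 7 were called higher under ERCC scaling, 6 without those embryos. Of the box H/ACA genes *Nhp2* fell (-0.43; 1 adjusted over the list alone), and all 6 were called higher under ERCC scaling, 2 without those embryos.
The snoRNAs themselves were measured through genes named Snord, the box C/D class, of which 84, 83, 82 and 82 of 99 were detected at the 4 stages in order. Their summed count was 32.4 ± 9.93 CPM (SD, n = 29) in 4-cell embryos, 34.3 ± 6.38 (SD, n = 22) in 8-cell embryos, 26.0 ± 6.52 (SD, n = 22) in morulae and 25.5 ± 5.41 (SD, n = 21) in early blastocysts. The sum fell by 0.40 on the log2(CPM + 1) scale from 8-cell to morula (two-sided permutation test, Benjamini-Hochberg adjusted p = 0.00051), with 21 of 22 morulae below the 8-cell median, but rose by 1.15 (adjusted p = 0.0006) when normalized to ERCC. Without the embryos of outlying ERCC share the normalized sum rose by 1.39 (adjusted p = 3e-05 from the permutation test). The sum in CPM differed by 0.12 (adjusted p = 0.421) between 4-cell and 8-cell, or by 0.26 (adjusted p = 0.0138) without the 8 smallest libraries of the series, and the ERCC-normalized sum by 0.29 (adjusted p = 0.0533 from the permutation test). The difference in CPM was -0.015 (adjusted p = 0.885) between morula and early blastocyst embryos, where the ERCC-normalized sum rose by 1.22 (adjusted p = 0.00315 from the permutation test). Without the embryos of outlying ERCC share this rise was 0.67 (adjusted p = 0.0143). Capture by poly(A) leaves most mature snoRNAs out, and reads on these genes can come from the introns of their host genes.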

**Table S1.** seRNA-seq gene count matrix from 4-cell to early blastocyst stage.

**Table S2.** scRNA-seq gene count matrix of blastomeres from 8-cell embryos.

**Table S3.** IP/MS results of possible ZNHIT3 binding proteins.

**Table S4.** RiboMeth scores of rRNA bases as determined by SMARM-seq.

**Table S5.** Primers and Oligos.

**Data S1 is included as a separate .zip file.**

**Data S1**. Images of all Z-slices in immunofluorescence experiments related to Figure 5A,D; Figure 6A,C; Figure 7E; Figure S7C.

How the deposited data were processed for this re-analysis (not part of the article)

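Single mouse embryos from *Znhit3+/-* intercrosses were sequenced after oligo-dT capture and Smart-Seq2, and 94 embryos at 4 stages were analysed as mapped from their labels, which give stage and embryo number. Genotypes are not assigned in the sources used here, so the genotype was left unmapped, and comparisons of null with control embryos were left out. Single-cell and other data of the study were not analysed here.

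The authors deposited 1 matrix of gene counts for all embryos, not normalized, and for each embryo a StringTie table with coverage, FPKM and TPM per gene. The submitters' processing notes name Trimmomatic 0.39, STAR 2.7.6a, StringTie 2.1.4 and GRCm38, with no role or order. The annotation release is not given in the sources used here. The methods describe rRNA reads that were aligned separately, kept when unique and counted with StringTie. The count matrix holds 55487 genes, 92 ERCC spike-ins and 3 rRNA rows. The spike-in and rRNA rows stayed out of library sizes and gene tests, whereas the gene *CT010467.1*, annotated as rRNA, stayed in. Deposited TPM values were used for *Znhit3* and in an alternative for detection. The authors' TPM scale includes the ERCC rows. Deposited FPKM and coverage values were checked but not used for a result. Gene identifiers were matched to GENCODE vM21, 55227 of 55487, and for 323 of 55141 identifiers compared the coordinates differed from those of the authors' tables. The copy of Table S1 read here holds the first 1998 of the 55582 rows for 49 embryos, and all 97902 values equal those of the matrix.

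Consecutive stages were compared on the counts with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F-test, TMM scaling over endogenous genes, genes kept by filterByExpr, Benjamini-Hochberg adjusted p under 0.05), with only the embryos of the 2 stages in a fit. The standard error of a log2 fold change was taken as its size divided by the root of the F statistic. Gene lists were tested with camera of limma 3.58.1 (preset correlation 0.01, prior count 2). Values per embryo were tested with a two-sided permutation test of 100000 resamples on the log2 scale (pseudocount 1 for snoRNA CPM), adjusted over 3 comparisons. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The edgeR steps were tested on simulated data with known changes. No library was found to repeat another, as the chi-square per degree of freedom between embryos of a stage was at least 18.7, 29.4, 17.7 and 24.6. The preparation is taken as unstranded, as Smart-Seq2 does not mark strand, so that reads of overlapping antisense genes cannot be told apart, and PCR copies carry no molecular identifiers, so reads are not independent molecules. The intervals given are over embryos. At the depth of these libraries a count of 0 does not show absence.

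The genes named were, for each comparison, the 10 with the largest rise and the 10 with the largest fall among those with adjusted p under 0.05, a mean of at least 50 CPM at the stage of the higher level, a count in every embryo of that stage and a symbol that is not a predicted or pseudogene name; every gene the paper names for its single-embryo or binding experiments; up to 4 called members of each list with the largest change; and the genes of the box C/D snoRNP lists. The lists, with the number of genes in each, were box C/D snoRNP core (4), box C/D snoRNP assembly factors (7), box H/ACA snoRNP (6), cytoplasmic ribosomal proteins (79), RNA polymerase I and rRNA processing (51), translation initiation and elongation factors (45), spliceosome (43), trophectoderm (24), pluripotency and inner cell mass (24), primitive endoderm (18), oocyte and maternal (40), 2-cell stage transient (24), cell adhesion, polarity and tight junctions (25), Hippo pathway (17), glycolysis (17), oxidative phosphorylation (nuclear genes) (49), p53 targets and apoptosis (20), cumulus and granulosa (12), oviduct epithelium (6), blood (8), box C/D snoRNA (99), box H/ACA snoRNA (42).

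The alternatives were ERCC scaling in edgeR, DESeq2 1.42.0 with its own and with ERCC size factors, no filter and a filter of at least 10 counts, all 4 stages in 1 fit, the embryo number as a block, the Wilcoxon test, a minimum of a 2-fold difference, leaving out the 8 smallest libraries, other units for *Znhit3*, other definitions of detection and an estimated correlation for camera. Leaving out 5 embryos of outlying ERCC share (4-cell embryo 5, 8-cell embryos 16 and 28, morula embryo 9 and early blastocyst embryo 18) and the rRNA comparisons were added after the data were seen.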

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

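The tests that weigh explanations and the counts of splits were chosen after the results were seen, whereas the counts of genes between stages were planned. The paper compares null with control embryos within a stage and gives no counts of genes that differ between stages. Between 4-cell and 8-cell embryos 319 genes were higher and 585 lower, between 8-cell and morula 4124 were higher and 3838 lower, and between morula and early blastocyst 2531 were higher and 2791 lower by edgeR's quasi-likelihood test. In each of these 6 counts the real split of the samples was the only 1 of 60 splits that gave as many calls. This makes a random split of the embryos an unlikely source of the counts, as far as 60 splits can show. A batch that follows stage would not be seen in this way. The highest count of another split was 1 and 1, 810 and 807, and 25 and 125, in the same order. The number of gene lists called by camera does not exclude chance: 7, 7 and 6 lists were called in the 3 comparisons, while other splits reached 10, 9 and 11, and 6, 10 and 19 of 60 splits, the real one included, called as many.

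The ERCC-normalized total per embryo rose after the 8-cell stage. Sequencing depth multiplies the endogenous and the ERCC counts of an embryo alike and so cancels in this total. The mean log2 raw totals of morula and 8-cell embryos differed by 0.087, with an upper 95% bound of 0.44 for this difference in means. As depth cancels in the normalized total, the raw totals do not test depth as a source of the rise. The 5 embryos of outlying ERCC share do not carry the step from 8-cell to morula, which was 1.80 without them and 1.57 with them. The step from morula to early blastocyst rests on them in part, as it was 0.69 without them (adjusted p = 0.000975 from the permutation test) and 1.24 with them. A lower recovery of ERCC RNA in libraries of later stages cannot be told apart from more embryo RNA, because a fixed amount was added to each and the median log2 ERCC share of morulae was -1.73 relative to 8-cell embryos under either explanation. The paper reports fewer null embryos at later stages and lower transcript abundance in null morulae. For the step from 8-cell to morula, a change in the mix of genotypes alone is argued against. There 21 of 22 morulae lay above the highest 8-cell embryo of any genotype. At the step to the early blastocyst 3 of 21 embryos lay above the highest morula, and there a change in the mix cannot be told apart. A rise in RNA content with developmental stage stays open as a hypothesis.

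*CT010467.1* (ENSMUSG00000106106), a gene annotated as rRNA on chromosome 17 of GRCm38 from 39846353 to 39848827, had the highest count of all genes in 90 of 94 embryos and up to 17.5% of the endogenous counts of an embryo, with medians of 5.03%, 5.32%, 4.07% and 4.13% at the 4 stages in order. RefSeq places the 18S rRNA pseudogene *Rn18s-rs5* there. The log2 share of this gene went with the log2 count of the 18S rRNA row per 1000000 endogenous counts within each stage (Pearson's r = 0.991, 0.995, 0.997 and 0.986, and 0.985, 0.993, 0.995 and 0.982 without the 2 embryos farthest from the median; Spearman's rho = 0.975, 0.974, 0.989 and 0.986, permutation p = 1e-05, the smallest it can give, adjusted p = 1e-05 over 8 relations). A lowest rho of 0.974 is consistent with rRNA reads being counted on this gene, which may be the source of its counts. No biological explanation was tested.

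Of 22 oocyte and maternal genes, 18 were called lower in morulae than in 8-cell embryos. Dilution by a rise of other RNA is argued against for 9 of them, *Oosp1*, *Nlrp14*, *Btg4*, *Omt2a*, *Omt2b*, *Obox2*, *Oog1*, *Gdf9* and *H1f8*, which were also called lower per ERCC (7 without the embryos of outlying ERCC share, those other than *Gdf9* and *H1f8*). For the other 9 genes dilution cannot be told apart from loss, since none was called lower under ERCC scaling and their log2 fold changes there went both ways, from -0.71 for *Nlrp5* to 0.70 for *Dazl*, so that their median of -0.25 decides nothing. The embryos of outlying ERCC share do not carry the pattern, as 19 members were called lower without them. Decay of maternal transcripts by the morula stage may account for the 9, as a hypothesis found and tested on the same data.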

How the results depend on the processing

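The alternatives that left out the embryos of outlying ERCC share, or the rRNA gene *CT010467.1*, and those for the rRNA rows, were chosen after the data were seen; the others were planned. Over 310 results and 2562 values under an alternative, 2121 were counted as the same. For tests this meant the same side of the threshold, and for counts and shares of variance a value within 1.5-fold. Shares of genes detected had to stay within their 95% interval, and *Znhit3* ratios within the spread between embryos. The 2121 include changes of sign where neither value passed the test. Another 206 no longer passed, 22 newly passed and 69 values or counts moved further. The other 144 took the other sign with a value past the threshold in at least 1 of the 2 settings. The named genes had 1591 values under settings without ERCC scaling, with 1517 of the same call, 70 no longer past the threshold and 4 newly past it. Their changes of sign with a value past the threshold came only under ERCC scaling. That scaling sets counts relative to the spike-ins and by its construction shifts all genes of a comparison together. Small changes were recovered least in simulated data, and what the depth alone limits was not tested. There edgeR recovered 26.9%, 26.9% and 35.8% of 1.5-fold changes in the 3 comparisons in order, 59.7%, 52.2% and 62.7% of 2-fold changes and 86.4%, 89.4% and 92.4% of 4-fold changes, with 5, 8 and 4 false calls. Only 67, 67 and 66 genes were changed at these folds, of 14134, 14351 and 14995 genes in the 3 comparisons, and genes were drawn independently. The real data gave 904, 7962 and 5322 calls, so the rates and false calls do not carry over to them. Embryo numbers do not pair embryos of different stages. The median correlation of same-numbered embryos was -0.019, 0.0044 and -0.0082, it was over 0.1 in 2 of 19, 1 of 15 and 2 of 21 pairs, and the own number was the best match for 4, 2 and 3 embryos.

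Counts are given as genes higher and lower in 8-cell against 4-cell, morula against 8-cell and early blastocyst against morula embryos, and the cause of a moved count was not tested unless stated. ERCC scaling in edgeR gave 83 higher and 53 lower, 12250 and 252, and 14213 and 22. With DESeq2 and ERCC size factors there were 208 higher and 146 lower, 12504 and 239, and 14224 and 30, and with DESeq2 and its own size factors 415 higher and 978 lower, 4094 and 4121, and 2939 and 2864. Without the embryos of outlying ERCC share there were 198 higher and 377 lower, 4215 and 3888, and 2638 and 2751, and with ERCC scaling as well 30 higher and 42 lower, 12743 and 244, and 8744 and 290. With no filter on low counts there were 2934 higher and 3382 lower, 7719 and 8145, and 5347 and 5477, a setting in which splits of the samples at random also gave between 1433 and 3590 calls per direction. All 4 stages in 1 fit gave 576 higher and 607 lower, 4509 and 4208, and 1967 and 2734. The Wilcoxon test gave 852 higher and 617 lower, 4499 and 4271, and 3387 and 2862. A minimum of a 2-fold difference, which by construction keeps fewer genes, left 61 higher and 130 lower, 2053 and 1918, and 903 and 855. With the embryo number as a replicate block, over the embryos whose number occurs in both stages, there were 131 higher and 167 lower, 3230 and 3494, and 2485 and 2116, against 140 and 423, 3492 and 3483, and 2376 and 2671 for the same embryos without the block.

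Without ERCC scaling the totals of endogenous counts differed by 0.51 on the log2 scale between 8-cell and 4-cell (adjusted p = 0.00084 from the permutation test), 0.087 between morula and 8-cell (adjusted p = 0.622) and 0.19 between early blastocyst and morula (adjusted p = 0.433). The box C/D snoRNA sum differed by 0.26 between 8-cell and 4-cell without the 8 smallest libraries (adjusted p = 0.0138), and, ERCC-normalized, by 1.15 between morula and 8-cell and 1.22 between early blastocyst and morula, or 1.39 and 0.67 without the embryos of outlying ERCC share. Between morula and 8-cell the ERCC-normalized rRNA rows differed by 1.42 for 18S, 1.18 for 28S and 1.15 for 5.8S without the embryos of outlying ERCC share, and per 1000000 endogenous counts by -0.81 for 28S and -0.84 for 5.8S. The share of protein-coding genes detected at the 4 stages in order was 73.5%, 73.7%, 72.6% and 71.0% with at least 10 counts, 70.6%, 67.9%, 65.0% and 62.7% with at least 1 TPM, 78.5%, 77.0%, 77.3% and 76.9% in at least 2 embryos and 31.7%, 38.7%, 36.3% and 43.8% in every embryo, which by construction asks for more. The log2 ratio of the *Znhit3* medians of morula and 8-cell embryos was 0.53 when ERCC-normalized. With an estimated correlation camera called 0 of 65 list tests, against 20 with the preset one, as the estimated correlation widens the spread of a list. Under ERCC scaling the first principal component held 35.5% of the variance in morulae and 73.5% in early blastocysts. These shares include morula embryo 9 and early blastocyst embryo 18, both of outlying ERCC share, and were not computed without them. Where no cause is named, the cause was not tested.

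With ERCC scaling in edgeR, the log2 fold changes that took the other sign between 8-cell and morula were 0.29 for *Cnot8*, 1.13 for *Dis3*, 0.46 for *Eif6*, 1.39 for *Fbl*, 1.44 for *Gar1*, 0.36 for *Nf2*, 1.60 for *Nop56*, 1.51 for *Nop58*, 1.06 for *Nufip1*, 0.66 for *Ovgp1*, 1.78 for *Pih1d1*, 0.68 for *Rpap3*, 1.37 for *Ruvbl1*, 1.09 for *Snora21*, 0.86 for *Snora23*, 0.75 for *Snord58b*, 0.90 for *Snu13*, 0.47 for *Wdr43*, 1.73 for *Xrn2*, 0.34 for *Znhit3* and 0.78 for *Znhit6*. The same scaling gave between morula and early blastocyst 1.20 for *AF067063*, 4.09 for *Cnot8*, 2.65 for *Crnkl1*, 1.51 for *Cthrc1*, 4.04 for *Dis3*, 3.71 for *Eif4e*, 3.29 for *Fbl*, 2.47 for *Fgfr3*, 0.32 for *Hk1*, 2.09 for *Klf17*, 3.56 for *Nhp2*, 2.81 for *Nol6*, 3.66 for *Nop58*, 0.98 for *Obox6*, 3.43 for *Pou5f1*, 3.35 for *Rpap3*, 3.22 for *Rplp1*, 3.56 for *Rps13*, 0.65 for *Snora21*, 2.28 for *Snord55*, 2.53 for *Snord58b*, 3.75 for *Snu13*, 1.57 for *Sox15*, 3.65 for *Stk4*, 1.08 for *Tfrc*, 1.51 for *Tlcd4*, 1.68 for *Tppp3*, 1.46 for *Trim43b*, 3.11 for *Trp53* and 2.98 for *Ubtf*. With DESeq2 and ERCC size factors they were between 8-cell and morula 0.35 for *Cnot8*, 0.022 for *Crnkl1*, 1.19 for *Dis3*, 0.53 for *Eif6*, 1.45 for *Fbl*, 1.51 for *Gar1*, 0.054 for *Naf1*, 0.42 for *Nf2*, 1.68 for *Nop56*, 1.58 for *Nop58*, 1.13 for *Nufip1*, 0.79 for *Ovgp1*, 1.85 for *Pih1d1*, 0.77 for *Rpap3*, 1.44 for *Ruvbl1*, 1.15 for *Snora21*, 0.89 for *Snora23*, 0.78 for *Snord58b*, 0.97 for *Snu13*, 0.56 for *Wdr43*, 1.80 for *Xrn2*, 0.41 for *Znhit3* and 0.84 for *Znhit6*. The same size factors gave between morula and early blastocyst 0.87 for *AF067063*, 3.77 for *Cnot8*, 2.32 for *Crnkl1*, 1.18 for *Cthrc1*, 3.71 for *Dis3*, 3.36 for *Eif4e*, 2.98 for *Fbl*, 2.14 for *Fgfr3*, 1.74 for *Klf17*, 3.24 for *Nhp2*, 2.49 for *Nol6*, 3.33 for *Nop58*, 0.67 for *Obox6*, 3.12 for *Pou5f1*, 3.02 for *Rpap3*, 2.87 for *Rplp1*, 3.20 for *Rps13*, 1.79 for *Snord55*, 1.68 for *Snord58b*, 3.42 for *Snu13*, 1.23 for *Sox15*, 3.32 for *Stk4*, 0.78 for *Tfrc*, 1.18 for *Tlcd4*, 1.34 for *Tppp3*, 1.13 for *Trim43b*, 2.78 for *Trp53* and 2.64 for *Ubtf*. With ERCC scaling in edgeR and without the embryos of outlying ERCC share they were between 8-cell and morula 0.43 for *Cnot8*, 0.076 for *Crnkl1*, 1.20 for *Dis3*, 0.62 for *Eif6*, 1.61 for *Fbl*, 1.72 for *Gar1*, 0.12 for *Naf1*, 0.46 for *Nf2*, 1.66 for *Nop56*, 1.64 for *Nop58*, 1.19 for *Nufip1*, 0.90 for *Ovgp1*, 1.92 for *Pih1d1*, 0.80 for *Rpap3*, 1.52 for *Ruvbl1*, 1.33 for *Snora21*, 0.95 for *Snora23*, 0.85 for *Snord58b*, 1.01 for *Snu13*, 0.57 for *Wdr43*, 1.83 for *Xrn2*, 0.42 for *Znhit3* and 0.95 for *Znhit6*. The same setting gave between morula and early blastocyst 0.56 for *Cnot8*, 0.53 for *Dis3*, 0.40 for *Fbl*, 0.31 for *Nhp2*, 0.49 for *Nop58*, 0.45 for *Pou5f1*, 0.32 for *Rpap3*, 0.079 for *Rplp1*, 0.14 for *Rps13*, 0.040 for *Snord55*, 0.34 for *Snu13*, 0.30 for *Stk4* and 0.056 for *Trp53*. Changes of sign where neither value passed the test are not listed. How much of each shift comes from the RNA content of the embryos was not tested.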

Differences from the paper's values

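The values are over all 94 embryos, whereas the paper used 86 of them downstream, which its text does not name. The highest *Znhit3* value of a morula was 877 TPM, against the paper's value of about 540 (Fig. 3A, read by eye). In CPM of endogenous counts, it was 762 and no longer more than 1.5 times the paper's, while the highest ERCC-normalized count was 17445 and was; both alternatives were set before the data were examined. The value of 877 TPM is that of morula embryo 9, which had an ERCC share of 10.7%, and without this embryo, a choice made after seeing the values, the highest value was 758 TPM or 543 CPM and no longer more than 1.5 times the paper's. On the CPM scale the highest values of the 4 stages in order were 3287, 1735, 762 and 1053, against about 3300, 1700, 540 and 1000 in Fig. 3A, read by eye, and in TPM they were 3451, 2389, 877 and 1373.

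The paper states that *Znhit3* transcripts were not detected in null embryos (Fig. 2B). Which embryos are null is not given in the sources used here. Each of the 94 embryos held at least 75 *Znhit3* counts, which are counts over the whole gene. For the genotype the paper uses the abundance of the transcripts in TPM (Fig. 3A) and, in its methods, reads on the deleted region, which counts per gene do not separate.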

Other observations

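The tests of this part were planned, apart from those without the embryos of outlying ERCC share, which, like the tally of box C/D snoRNP genes set beside the published single-cell data and the gaps described between *Znhit3* values, were chosen after the values were seen. Between the 8-cell and morula stages, of 79 cytoplasmic ribosomal protein genes 22 rose and 5 fell (17 and 5 adjusted over the list alone) by edgeR's quasi-likelihood test, with *Rpl13a* at 0.81 and *Rps6* at 0.54 on the log2 scale, and all 79 were called higher under ERCC scaling. Of 45 translation factors 13 rose and 13 fell, the same numbers when adjusted over the list alone, with *Eif4a2*, an RNA helicase of initiation, at 1.06 and *Eif6*, which keeps the large subunit from joining, at -1.28, and all 45 were called higher under ERCC scaling, *Eif6* among them at 0.46. Of 43 spliceosome genes 14 rose and 13 fell, also when adjusted over the list alone, with *Cdc5l* at 0.84 and *Crnkl1* at -1.76, and 42 were called higher under ERCC scaling. Of 16 Hippo pathway genes 2 rose, *Amotl1* (1.53) and *Stk3* (1.15), and 6 fell, among them *Nf2* (-1.40), also when adjusted over the list alone; 15 were called higher under ERCC scaling. Of 14 genes of the 2-cell stage 3 rose and 4 fell, also when adjusted over the list alone, with *Tcstv3* at 2.35 and *Tdpoz4* at -2.92, both in families of near-identical copies, and 7 were called higher under ERCC scaling.

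Between morula and early blastocyst, 6 of 16 glycolysis genes rose and 1 fell, also when adjusted over the list alone, with the kinase gene *Pgk1* at 1.37, *Hk2* at 0.91 and *Hk1* falling, and 15 were called higher under ERCC scaling, 12 once the embryos of outlying ERCC share were left out. Of 43 spliceosome genes 5 rose and 11 fell, also when adjusted over the list alone, with *Snrnp27* at 0.66 and *Crnkl1* at -1.21, and all 43 were called higher under ERCC scaling, 34 without those embryos. Of 17 p53 targets and apoptosis genes 2 rose and 6 fell, also when adjusted over the list alone, with *Trp53* at -0.76, and all 17 were called higher under ERCC scaling, 8 without those embryos. Of 17 Hippo pathway genes 3 rose and 5 fell, also when adjusted over the list alone, with the transcription factor gene *Tead2* at 1.06 and the kinase gene *Stk4* at -0.59, and all 17 were called higher under ERCC scaling, 9 without those embryos. Of 17 oocyte and maternal genes 3 rose and 8 fell (3 and 9 adjusted over the list alone), with *Tcl1* at 1.77 and *Bmp15* at -2.10, and 10 were called higher under ERCC scaling, 3 without those embryos. Between the 4-cell and 8-cell stages, 2 of 79 ribosomal protein genes rose, *Rpsa* (0.30) and *Rpl8* (0.27), 2 of 49 nuclear genes of oxidative phosphorylation rose, *Ndufs7* (0.46) and *Atp5a1* (0.27), and 1 of 43 spliceosome genes fell, *Srsf2* (-0.33), each also when adjusted over the list alone. Of 15 glycolysis genes *Hk2* rose and the glucose transporter gene *Slc2a3* fell (-0.78; 1 and 2 adjusted over the list alone). None of 6 box H/ACA snoRNP genes passed the edgeR test there (0 adjusted over the list alone; 1 higher at an unadjusted p under 0.05, 0 by DESeq2 and 0 by the Wilcoxon test), and none of 22 adhesion genes did (0 adjusted over the list alone; 3 higher and 1 lower at an unadjusted p under 0.05, 1 and 1 by DESeq2, 0 by the Wilcoxon test).

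Genes of 3 other cell types that could accompany an embryo, cumulus and granulosa cells, the oviduct epithelium and blood, were mostly too low to be tested. Of 12 cumulus and granulosa genes 2 were tested in each comparison, and *Amhr2* fell in morulae (-2.80; 1 adjusted over the list alone). Neither changed between 4-cell and 8-cell by edgeR (1 lower adjusted over the list alone; 1 lower at an unadjusted p under 0.05, 0 by DESeq2 and 0 by the Wilcoxon test) or between morula and early blastocyst (0 in each of these). Of 6 oviduct genes 2 were tested between 4-cell and 8-cell and 3 in each later comparison. *Ovgp1* rose from 1.19 ± 1.92 CPM to 3.60 ± 3.09 CPM between 4-cell and 8-cell (1.58) and fell in morulae (-1.16, with 0.66 under ERCC scaling), *Wfdc2* rose in morulae (2.62) and early blastocysts (1.95), and *Tppp3* fell in early blastocysts (-1.25, with 1.68 under ERCC scaling and -0.28 once the embryos of outlying ERCC share were left out), each also when adjusted over the list alone. Of 8 blood genes 3 were tested in the first 2 comparisons and 1 in the last. None passed the edgeR test between 4-cell and 8-cell or between morula and early blastocyst (0 adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by the Wilcoxon test), while in morulae *Cd74* rose from 1.45 ± 1.11 CPM to 16.2 ± 18.4 CPM (3.46) and the near-identical pair *Hba-a1* and *Hba-a2* fell (-2.02 and -2.08), also when adjusted over the list alone.

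Few snoRNA genes were high enough to be tested singly. Of 99 Snord genes, 4, 5 and 7 were tested in the 3 comparisons in order. None passed the edgeR test between 4-cell and 8-cell (0 adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by the Wilcoxon test), *Snord58b* fell in morulae (-1.09, with 0.75 under ERCC scaling) and *Snord58b* (-0.99) and *Snord55* (-0.77) fell in early blastocysts but were called higher under ERCC scaling, each also when adjusted over the list alone. Without the embryos of outlying ERCC share these values under ERCC scaling were -0.36 for *Snord58b* and 0.040 for *Snord55*, and neither passed the test. Of 42 Snora genes, the box H/ACA class, 41 were detected at each stage and 3 were tested in each comparison. None passed the edgeR test between 4-cell and 8-cell (0 adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 by DESeq2 and 0 by the Wilcoxon test). *Snora23* (-0.94) and *Snora21* (-0.77) fell in morulae, where both were called higher under ERCC scaling, and *Snora21* fell in early blastocysts (-1.51, with 0.65 under ERCC scaling and -0.90 without those embryos; 1 higher and 1 lower adjusted over the list alone).

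The paper names the products of 3 genes, *Xrn2*, *Dis3* and *Cnot8*, among the partners of ZNHIT3 and groups them with mRNA splicing. *Xrn2* and *Dis3* are known to encode nucleases and *Cnot8* a deadenylase. *Cnot8* fell from 318 ± 56.9 CPM in 8-cell embryos to 113 ± 31.4 CPM in morulae (-1.49 (standard error 0.11, adjusted p = 1.41e-15) from edgeR), and *Dis3* fell (-0.64), but both were above 0 under ERCC scaling (0.29 and 1.13). *Xrn2* had a log2 fold change of -0.0081 there. Between 4-cell and 8-cell the values were -0.078 for *Cnot8*, -0.39 for *Dis3* and 0.039 for *Xrn2*, and between morula and early blastocyst -0.17, -0.21 and 0.14, and these did not pass the test.

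In published single-cell data of blastomeres the paper sees no stage differences in the box C/D snoRNP genes other than *Znhit3*. In the single embryos here, of the 4 core genes and the 6 assembly factors other than *Znhit3*, 1 was called between 4-cell and 8-cell, 8 between 8-cell and morula and 4 between morula and early blastocyst with TMM scaling. These calls had no minimum fold, and 7962 of all 14351 genes tested were called between 8-cell and morula. Under ERCC scaling none was called between 4-cell and 8-cell. All 4 core genes were called higher there in both later comparisons, as were 6 and 7 of all 7 assembly factors. These embryos are of mixed genotypes and are not those of the published data, which give the average abundance per single cell. The calls here are on whole embryos, so the tally does not contradict the paper's reading.

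*Znhit3* values of single embryos of unknown genotype were spread unevenly. In the 29 4-cell embryos, in ascending order, *Znhit3* was at 19.7, 21.2, 23.9, 30.1, 49.7, 49.7, 56.7, 59.3, 668, 673, 821, 844, 1043, 1133, 1195, 1409, 1450.3, 1457, 1480.2, 1671, 1696, 1766, 1904, 1981, 2027, 2084, 2444, 3139 and 3451 TPM. In the 22 8-cell embryos, in ascending order, *Znhit3* was at 16.1, 34.2, 37.8, 67.5, 671, 714, 813, 814, 945, 949, 961, 1005, 1027, 1164, 1226, 1245, 1275, 1716, 2081, 2093, 2125 and 2389 TPM. In the 22 morulae, in ascending order, *Znhit3* was at 58.2, 97.1, 110.2, 175, 258, 300.3, 337, 367, 379, 389, 393, 406, 427, 443.3, 525, 568, 569, 599.6, 656, 682, 758 and 877 TPM. In the 21 early blastocysts, in ascending order, *Znhit3* was at 247, 320.1, 324, 351, 379, 383, 395, 436, 450.1, 454, 476, 501, 512, 524, 547, 588, 597, 714, 798, 821 and 1373 TPM. Between 59.3 and 668 TPM there was no 4-cell embryo, with 8 below this gap, and between 67.5 and 671 TPM no 8-cell embryo, with 4 below it. No genotype is assigned to any embryo from these values, and no other gene was compared between the embryos on either side.

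The share of variance on the first principal component within a stage was 18.3% in 4-cell embryos, 13.5% in 8-cell embryos, 23.0% in morulae and 19.9% in early blastocysts.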
